# Epigenomic identification of vernalization *cis*-regulatory elements in winter wheat

**DOI:** 10.1186/s13059-024-03342-3

**Published:** 2024-07-30

**Authors:** Yanhong Liu, Pan Liu, Lifeng Gao, Yushan Li, Xueni Ren, Jizeng Jia, Lei Wang, Xu Zheng, Yiping Tong, Hongcui Pei, Zefu Lu

**Keywords:** Vernalization, Regulatory elements, Epigenome, Winter wheat

## Abstract

**Background:**

Winter wheat undergoes vernalization, a process activated by prolonged exposure to low temperatures. During this phase, flowering signals are generated and transported to the apical meristems, stimulating the transition to the inflorescence meristem while inhibiting tiller bud elongation. Although some vernalization genes have been identified, the key *cis*-regulatory elements and precise mechanisms governing this process in wheat remain largely unknown.

**Results:**

In this study, we construct extensive epigenomic and transcriptomic profiling across multiple tissues—leaf, axillary bud, and shoot apex—during the vernalization of winter wheat. Epigenetic modifications play a crucial role in eliciting tissue-specific responses and sub-genome-divergent expressions during vernalization. Notably, we observe that H3K27me3 primarily regulates vernalization-induced genes and has limited influence on vernalization-repressed genes. The integration of these datasets enables the identification of 10,600 putative vernalization-related regulatory elements including distal accessible chromatin regions (ACRs) situated 30Kb upstream of *VRN3*, contributing to the construction of a comprehensive regulatory network. Furthermore, we discover that TaSPL7/15, integral components of the aging-related flowering pathway, interact with the *VRN1* promoter and *VRN3* distal regulatory elements. These interactions finely regulate their expressions, consequently impacting the vernalization process and flowering.

**Conclusions:**

Our study offers critical insights into wheat vernalization’s epigenomic dynamics and identifies the putative regulatory elements crucial for developing wheat germplasm with varied vernalization characteristics. It also establishes a vernalization-related transcriptional network, and uncovers that TaSPL7/15 from the aging pathway participates in vernalization by directly binding to the *VRN1* promoter and *VRN3* distal regulatory elements.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-024-03342-3.

## Background

Plants distinguish seasons by sensing temperature and photoperiod signals to flower and bear seeds at the right time [1]. Vernalization denotes the process by which plants coordinate the vegetative-to-reproductive transition or accelerate flowering via cold treatment [2]. In the case of winter wheat, vernalization is completed after cold winter, where wheat acquired the ability to switch from vegetative to reproductive growth [3]. Cold signals trigger shoot apical meristem (SAM) transition to reproductive SAMs post-vernalization [4, 5]. *Vernalization 3* (*VRN3*)/*Flowering locus T* (*FT*) orchestrates this transition by integrating various signals into SAM [6–8]. *VRN1*, an activator expressed in leaves and SAM, responds to cold exposure in wheat [9]. Conversely, *VRN2,* codes a zinc finger protein, represses flowering and its disruption leads to unvernalized flowering [10–12]. Additionally, *Agamous-like33* (*TaAGL33*) and *TaAGL22*, analogous to *Flowering locus C* (*FLC*), are downregulated by vernalization [13, 14]. *Wheat Suppressor of Overexpression of Constans 1* (*WSOC1*) links vernalization and photoperiod in wheat, enhancing flowering in *Arabidopsis* [15]. However, the regulation of these genes and the mechanism behind cold-induced transition in wheat remain elusive.

Upon sensing vernalization, plants transmit diverse signals from leaves to the shoot apical meristem (SAM), facilitating the phase transition [5, 16]. Subsequent to vernalization, plants maintain a “memory” of this process, flowering when season is favorable [17]. Epigenetic alterations are pivotal in maintaining this vernalization "memory" [17–23]. In *Arabidopsis*, H3K27me3 around the flowering inhibitor *Flowering Locus C* (*FLC*) is essential for vernalization memory, maintaining *FLC* repression [24, 25]. H3K27 tri-methylation, and H3K27 di-methylation increase, and H3K36 tri-methylation decreases after an extended period of cold [25, 26]. In wheat and barley, elevated H3K27me3 levels surround *VRN1* before vernalization, but this modification diminishes while H3K4me3 is established during vernalization [27, 28]. Various enhancers associated with *FT* play a pivotal role in its accurate expression via epigenomic modifications in *Arabidopsis* [29]. Nonetheless, the full scope of vernalization responses governed by epigenetic alterations across multiple tissues, and the involvement of novel regulatory elements or genes in vernalization, remains undiscovered.

Plants also employ a phase transition resembling an aging pathway that measures the endogenous developmental state, ensuring flowering occurs in adulthood [30, 31]. Critical components of this process are miRNA156 and *Squamosa Promoter Binding Protein-Like* (*SPL*) genes, regulating flowering through an age-dependent pathway [30–33]. Inhibition of *SPLs* through constitutive expression of *miRNA156* has been shown to cause late flowering in *Arabidopsis* [31]. AtSPLs activate miRNA172 expression and other pivotal genes like *LFY*, *FUL*, *AP1*, *AGL42*, and *SOC1*, facilitating flowering [30, 34, 35]. The miRNA156-*SPL*-miRNA172 cascade is considered to function downstream of *FT*/*FD* in *Arabidopsis* [30, 36]. However, the detail relationship between aging pathway and vernalization pathway is still elusive, especially in wheat.

Here, we generated epigenomic landscapes of leaf, axillary bud and shoot apex during vernalization in wheat, unveiling distinct responses across multiple tissues. We observed that chromatin accessibilities and histone modifications were tightly associated with transcriptional changes and sub-genome divergences. Whereas, H3K27me3 were associated with vernalization induced genes while exhibited limited effects on vernalization repressed genes. Our data facilitated the identification of vernalization-responsive *cis*-regulatory elements (CREs), allowing the construction of regulatory networks across various tissues. Specifically, typical regulatory elements were identified in 30Kb upstream of *VRN3* and bound by TaSPL7/15, and TaSPL7/15 were also found to bind *VRN1* promoter. These interactions are crucial for up-regulating *VRN1* and *VRN3* during vernalization, with defects in TaSPL7/15 delaying the vernalization response under cold conditions. These findings provide rich resources for understanding epigenetic regulations during vernalization and uncovering the intricate regulatory networks in wheat.

## Results

### Tissue-specific chromatin accessibility and transcriptome responses during wheat vernalization

Vernalization triggers a systemic transition from vegetative to reproductive development, yet the responses of multiple tissues during this process remains unclear. We gathered samples of leaf, axillary bud, and shoot apex before and after vernalization to construct a comprehensive epigenomic atlas of different tissues. This included chromatin accessibility, transcriptome data from all 6 samples, and 4 key histone modifications (H3K27me3, H3K4me3, H3K36me3, and H3K27ac) in leaf and vernalized leaf (Fig. 1a and Additional file 1: Table S1) [37]. 

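Transcriptome data came from 6 groups of the winter wheat cultivar AK58: leaf, axillary bud and shoot apex, each before and after vernalization, with 2 RNA-seq libraries per group. Plants were grown for 14 days at 22 °C by day and 19 °C by night with 16 h of light. The vernalized groups were then held at 4 °C for 30 days and kept in the greenhouse for 1 day, so they were also older, and none of the 6 groups combines the later age with growth outside the cold. Leaf was collected directly, while axillary bud and shoot apex were dissected under a microscope. The authors trimmed the reads with fastp, aligned them with hisat2 under default parameters to IWGSC RefSeq v1.0 and calculated TPM, a measure of transcripts that is normalized for gene length and library size, with TPMCalculator. The deposited TPM of 107891 genes were used here, while the read counts on which the authors ran DESeq2 were not used here. Table S1 of the paper lists between 33646279 and 56554500 trimmed reads per library (median 41535692), of which 93.09% to 95.25% were mapped. The TPM of each library sum to 1000000 and keep no trace of this depth, so the number of reads behind a gene's value is unknown. Between 34465 and 50836 genes per library were above 1 TPM, and 22403 genes were listed at 0 in all 12 libraries. The 60326 genes with a mean above 1 TPM in at least 1 group were tested in a single limma model of the 6 groups on log2(TPM + 1). A log2 fold change is the vernalized minus the non-vernalized mean on that scale, which understates the change of genes with low TPM. The model leaves 6 residual degrees of freedom per gene, to which moderation added a median of 5.78. Differentially expressed genes (DEGs) were called at a two-sided unadjusted p-value under 0.01 and a fold change above 2, the thresholds that the methods state without saying whether the p-value was adjusted. The median log2 fold change of all tested genes on the deposited scale was -0.90 in leaf, 0.29 in axillary bud and -0.06 in shoot apex. Rescaling the libraries by their median ratio to a common reference, as an alternative, brought these medians to -0.02, 0.05 and 0. Directions are therefore given on the deposited scale, with rescaled values beside the main counts.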

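Pearson's r across 107891 genes of log10(TPM + 1) was computed for every pair of the 12 RNA-seq libraries, as a description without a test because genes are not independent replicates. Between the 2 replicates of a group, r was 0.982 in leaf, 0.986 in vernalized leaf, 0.987 in axillary bud, 0.996 in vernalized axillary bud, 0.976 in shoot apex and 0.983 in vernalized shoot apex. Leaf replicates resembled each other more than any library of another group, where r reached at most 0.814 with axillary bud. The same held in vernalized leaf, where r with another group reached 0.733, in axillary bud (0.942 with vernalized axillary bud) and in vernalized axillary bud (0.961 with shoot apex). It did not hold in shoot apex, where the highest r with a vernalized shoot apex library was 0.980, above r between the replicates. Of the alternatives, median-of-ratios scaling moved the lowest of the 6 replicate values most, to 0.980.

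**Figure D1:**
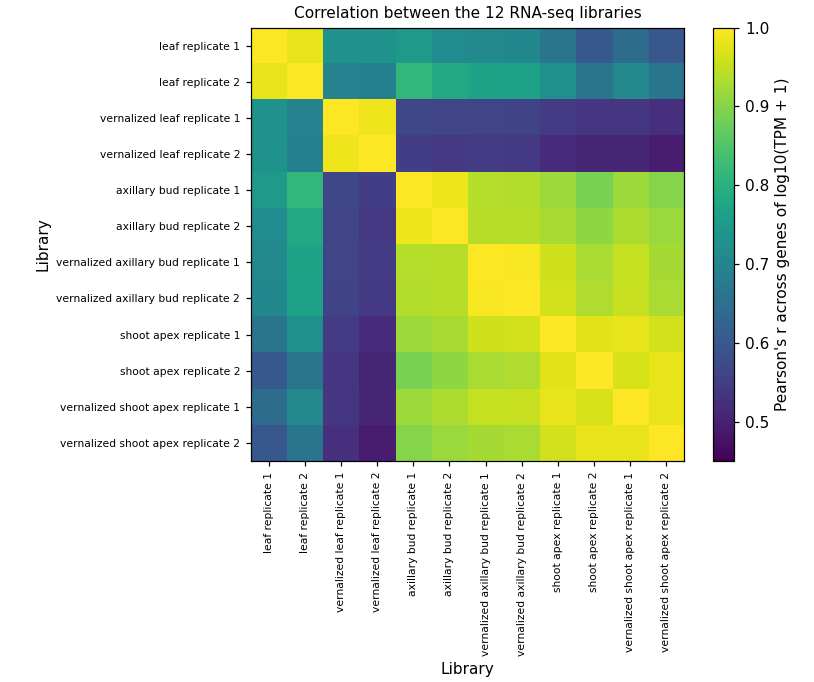
Pearson's r across genes of log10(TPM + 1) between each pair of the 12 RNA-seq libraries, 2 per group, as colour. Vernalized leaf has r of at most 0.733 with any other group, and the 4 shoot apex libraries form 1 block with r of at least 0.962.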

Generally, all transcriptomic and epigenomic data showed high reproducibility between biological replicates (Additional file 2: Fig. S1a-e). Active chromatin histone modifications (H3K27ac, H3K36me3 and H3K4me3) were positively correlated with each other, while being negatively associated with the repressive histone modification H3K27me3 (Additional file 2: Fig. S1f). Stronger chromatin accessibility signals were found in *VRN1* promoter, and histone modifications H3K27ac, H3K4me3, and H3K36me3 were also increased on A and B sub-genome, H3K27ac and H3K4me3 were increased on D sub-genome, while H3K27me3 was decreased after vernalization in all three sub-genomes (Fig. 1b and Additional file 2: Fig. S2a). All epigenomic modification changes of *VRN1* were consistent with its induced expression after vernalization (Additional file 2: Fig. S2b and 2c). In contrast, for the vernalization repressive gene *VRN2*, promoter chromatin accessibility in leaf and shoot apex were decreased, but not changed in axillary bud on A sub-genome *ZCCT1* and D sub-genome *ZCCT2,* consistent with the low expression level of *VRN2* after vernalization (Fig. 1b, Additional file 2: Fig. S2a and Additional file 2: Fig. S2d).

**Fig. 1:**
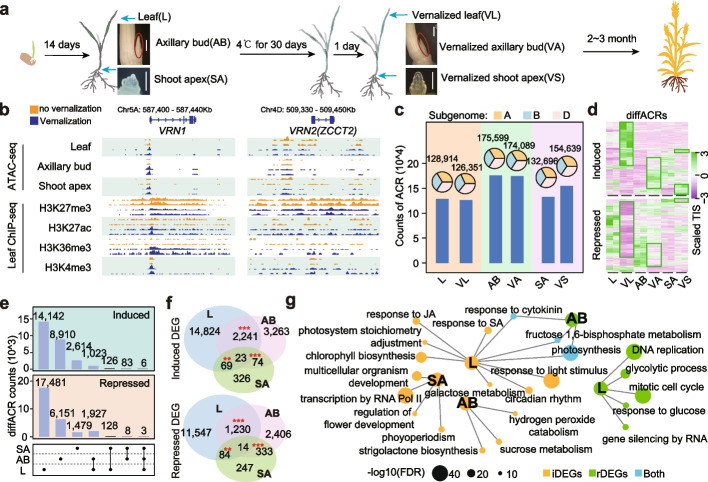
Tissue-specific chromatin accessibility and transcriptome responses during wheat vernalization. **a** Cultivation and sampling of plant materials. Wheat (*Triticum aestivum*; BBAADD, 2n = 6x = 42) cultivar AK58 was used in our study. Leaf (L), 0.2~0.3cm axillary bud (AB) and shoot apex (SA) were collected before (14 days after germination) and after vernalization (14 days after germination, 1 day in green house after 30 days after cold treatment and). The scale bar represents 1mm.** b** Chromatin accessibility and histone modifications of *VRN1* and *VRN2* during vernalization. **c** Counts and sub-genome distributions of Accessible Chromatin Regions (ACRs) in all 6 samples. **d** Chromatin accessibilities of differential ACRs in the 6 samples. Induced ACRs indicates ACRs with increased accessibility after vernalization and repressed ACRs indicates those with decreased accessibility**. e** Counts of overlapped differential ACRs from different combinations. **f** Induced and repressed Differentially Expressed Genes (DEGs) during vernalization. **g** Biological pathways enriched for different DEG groups

To clarify the differences of chromatin accessibility responses, we identified the accessible chromatin regions (ACRs) in each tissue. In total, 126K – 176K high-quality ACRs were identified in different tissues (Fig. 1c and Additional file 3: Table S2). Those ACRs were equally distributed among A, B, and D sub-genomes, and mostly located in the intergenic regions with an average ratio larger than 50%, followed by promoters (from 2Kb upstream to TSS), terminators (2Kb downstream of TTS), introns and exons (Fig. 1c and Additional file2: Fig. S3a). Differential ACRs responsive to vernalization were then identified among those ACRs, divided into induced ACRs and repressed ACRs, respectively. 15,297 induced ACRs and 19,539 repressed ACRs were identified in leaf, 10,022 induced ACRs and 8,089 repressed ACRs in axillary bud, and 2,829 induced ACRs and 1,618 repressed ACRs in shoot apex (Fig. 1d, e and Additional file 4: Table S3). Combining ACRs of leaf, axillary bud, shoot apex and root [38], we found 70%~84% of ACRs are common (Additional file 2: Fig. S3b). Further, we examined the vernalization responses of multiple tissues. There were more induced ACRs in leaf than the other two tissues with only 6.35% (1,023) were co-induced in axillary bud and 0.78% (126) in shoot apex (Fig. 1e). Similarly, there were more repressed ACRs in leaf with 9.74% (1,927) co-repressed in axillary bud and 0.65% (128) in shoot apex (Fig. 1e). Between 10% to 30% of these differential ACRs exist in only one tissue (Additional file 2: Fig. S3c), suggesting a tissue-specific nature of chromatin accessibility responses during wheat vernalization.

The considerable diversity of vernalization responses among multiple tissues was additionally affirmed by the transcriptomic data, which showed approximately 13.06% (2,241) co-induced Differentially Expressed Genes (DEGs) and 9.55% (1,230) co-repressed DEGs between leaf and axillary bud, while very few were co-regulated DEGs between shoot apex and other tissues (Fig. 1f and Additional file 5: Table S4). 

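Leaf and axillary bud shared 1470 genes called induced in both but not in shoot apex, 19.8% of the genes called induced in leaf. Calls that fell independently on the tested genes would share 838. Leaf and axillary bud shared 892 repressed genes, 3.20% of those called in leaf, where independent calls would share 923. A pseudocount of 0.1 in place of 1 moved both counts most, to 2651 co-induced and 1139 co-repressed genes. After median-of-ratios scaling, leaf and axillary bud shared 1323 co-induced genes against 850 from independent calls, and the 906 co-repressed genes were more than the 527 from independent calls. Between leaf and shoot apex, 144 genes were co-induced and 237 co-repressed without a call in axillary bud, against 73.6 and 657 from independent calls. After scaling the numbers were 173 against 164 and 95 against 219, so the excess of co-induced genes was small after scaling. Axillary bud and shoot apex shared 110 co-induced and 26 co-repressed genes without a call in leaf, against 67.6 and 27.0, and after scaling 74 and 41, against 36.2 and 60.0. The numbers called in all 3 tissues were 20 co-induced and 11 co-repressed genes. Calls in opposite directions were also counted. Axillary bud and shoot apex had 766 genes induced in the former and repressed in the latter, where independent calls would give 168. Between leaf and axillary bud, 1602 genes were repressed in leaf and induced in axillary bud, against 3179, and 498 were induced in leaf and repressed in axillary bud, against 252. The scaled numbers of these 3 sets were 576 against 84.7, 341 against 633 and 982 against 734. No p-value is attached to these overlaps because genes are not independent of each other.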

Considering the inherent differences in gene expression patterns among different tissues, we examined the expression patterns of genes (TPM > 1) across various tissues (Additional file 2: Fig. S4a). 

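To compare expression patterns, each tested gene was classed for each pair of tissues as higher in one, higher in the other or neither, by a limma contrast at an unadjusted p-value under 0.01 and a fold change above 2. Before vernalization, 15490 genes were higher in leaf than in axillary bud and 9649 the reverse. Of the former, 30.5% were still higher in leaf after vernalization and 53.1% were higher in neither tissue, while 79.9% of the latter were still higher in axillary bud. Between leaf and shoot apex, 17783 genes were higher in leaf, of which 36.3% were still so, and 11643 were higher in shoot apex, of which 68.6% were still so. Between axillary bud and shoot apex, 27.1% of the 4829 genes higher in axillary bud and 19.4% of the 5264 higher in shoot apex kept their class. These shares depend on the scale. After median-of-ratios scaling, 62.2% of the 9221 genes higher in leaf than in axillary bud and 66.7% of the 13032 higher in axillary bud kept their class. Between leaf and shoot apex, the scaled shares were 64.8% of 10156 genes higher in leaf and 62.8% of 16401 higher in shoot apex. Between axillary bud and shoot apex they were 10.6% of 3902 and 29.4% of 6170, so scaling changed which share was larger.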

Only a few genes that were highly expressed in leaf before vernalization became highly expressed in axillary bud after vernalization, as well as in other tissues (Additional file 2: Fig. S4a). Additionally, the proportion of DEGs and differential ACR-related DEGs between different tissues is low, ranging from 0.02 to 0.21 (Additional file 2: Fig. S4b and Additional file 6: Table S5). This suggests that although tissue-specific expressions contribute to the differential responses to vernalization, the vernalization response is more likely tissue-specific.

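The DEGs that were higher in one tissue before vernalization and higher in the other tissue afterwards were then counted. From leaf to axillary bud they numbered 2541 (16.4% of the genes higher in leaf before), and from axillary bud to leaf 507 (5.25%). The numbers from leaf to shoot apex and from shoot apex to leaf were 1420 (7.99%) and 760 (6.53%). From axillary bud to shoot apex, 41 genes moved (0.849%), and from shoot apex to axillary bud 731 (13.9%). Summed over the 6 directions, in which a gene can count more than once, there were 6000 moves among 64658 cases of a gene higher in one tissue of a pair before (9.28%). The classes and the DEGs rest on the same libraries, so the counts are descriptive. Of the alternatives, a pseudocount of 0.1 moved the sum most, to 9671 of 76583 cases (12.6%). Median-of-ratios scaling gave 3755 of 58882 cases (6.38%) and changed which direction was larger in both pairs with leaf, with 364 genes (3.95%) from leaf to axillary bud, 1120 (8.59%) from axillary bud to leaf, 253 (2.49%) from leaf to shoot apex and 1473 (8.98%) from shoot apex to leaf.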

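Whether the response to vernalization itself differed between tissues was tested as an interaction in limma, at an adjusted p-value under 0.05 and a difference of responses above 1 on the log2 scale. Leaf and axillary bud responded differently in 40559 genes (67.2% of those tested), leaf and shoot apex in 34661 (57.5%), and axillary bud and shoot apex in 9890 (16.4%). In 25332 of the first set, expression fell in leaf and rose in axillary bud, and in 2396 the reverse. This excess rested on the scale, since after median-of-ratios scaling the numbers were 6379 and 6112. The same scaling moved the first and the second count most, to 24088 genes (40.3%) and 25333 (42.3%), and gave 8125 (13.6%) between axillary bud and shoot apex. Without any threshold, Pearson's r across the tested genes between the log2 fold changes of leaf and axillary bud was 0.164, and between axillary bud and shoot apex -0.194. Between leaf and shoot apex r was -0.0215, and its sign rested on single libraries: it was -0.192 without shoot apex replicate 1 and 0.151 without shoot apex replicate 2. The values of r are descriptions, since genes are not independent replicates. The paper reasons that few genes changed the tissue in which they were highly expressed. It adds that the proportions of DEGs, and of DEGs related to differential ACRs, were low between tissues. From these points it proposes that the response to vernalization is more likely tissue-specific, while differences in expression between the tissues contribute to it.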

DEGs in leaf were enriched in photosynthesis, light and hormones (Fig. 1g). In axillary bud, DEGs were enriched in “strigolactone biosynthetic”, “sucrose metabolic”, “hydrogen peroxide catabolic process” and “fructose 1,6-bisphosphate metabolic” (Fig. 1g), which might suggest a possibility that wheat regulates tillering by altering those pathways during cold treatment. In shoot apex, DEGs were involved in “flower development” and “organism development”, reflecting the transition from vegetative to reproductive phases (Fig. 1g). In summary, we established chromatin accessibility landscapes of multiple tissues during wheat vernalization and found that vernalization responses of leaf, axillary bud and shoot apex were dramatically different.

### Coordinate regulation of epigenomes and transcriptomes in response to vernalization

By comparing RNA-seq data before and after vernalization, we identified 17,157 vernalization-induced DEGs in leaf, 5,601 in axillary bud, and 492 in shoot apex, and 12,875 repressed DEGs in leaf, 3,983 in axillary bud, and 678 for shoot apex (Fig. 1f and Additional file 5: Table S4). 

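In leaf, 7421 tested genes (12.3%) were called induced and 27842 (46.2%) repressed. Axillary bud had 6888 induced genes (11.4%) and 2051 repressed genes (3.40%), and shoot apex 675 (1.12%) and 1473 (2.44%). With a Benjamini-Hochberg adjusted p-value under 0.05 in place of the unadjusted threshold, the induced and repressed genes numbered 7545 and 28090 in leaf, 6976 and 2069 in axillary bud, and 598 and 1285 in shoot apex. Data simulated without an effect of vernalization gave a median of 231 calls in leaf, 92 in axillary bud and 528 in shoot apex, or 0.655%, 1.03% and 24.6% of the calls observed. The alternative that moved the leaf counts most was median-of-ratios scaling, with 13823 induced and 10162 repressed genes. The scaled counts were 3725 and 3176 in axillary bud and 756 and 1361 in shoot apex. In a fit of the shoot apex libraries alone, 426 genes were called induced and 913 repressed, with 0 of either after adjustment. Of the 27842 genes repressed in leaf, 10162 were also called repressed after scaling, and of the 6888 genes induced in axillary bud, 3725 were also called induced. Among the genes with the largest changes in leaf, TraesCS2D02G425200 was listed at 0 in both leaf libraries and at 3783 and 3695 TPM in the vernalized ones. TraesCS2A02G427200 was likewise listed at 0 before and at 3244 and 3224 TPM after. TraesCS6D02G206200 fell from 984 ± 22.8 TPM (SD, n = 2) to 0.0760 and 0.125 TPM in the vernalized libraries, a log2 fold change of -9.81 (standard error 0.34, adjusted p = 2.26e-09 from limma). TraesCS1B02G170100 fell from 1389 ± 161 to 2.28 ± 1.32 TPM, a log2 fold change of -8.78 (standard error 0.34, adjusted p = 4.03e-09).

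**Figure D2:**
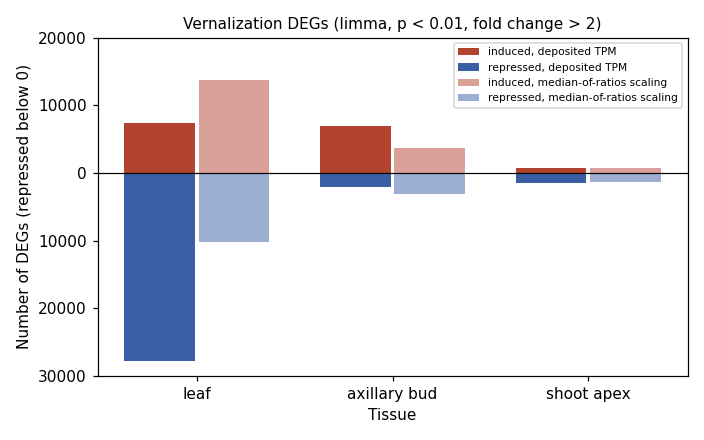
Number of DEGs induced (above 0) and repressed (below 0) by vernalization in each tissue, from the deposited TPM (full colour) and after median-of-ratios scaling (pale). In leaf, scaling exchanges the larger side, from 27842 repressed to 13823 induced genes.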

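The size of the response was also measured without a test. A mean change above 2-fold on the log2(TPM + 1) scale was found for 35716 genes in leaf, 9397 in axillary bud and 2265 in shoot apex. A pseudocount of 0.1 moved the shoot apex count most, to 5997. When each library was left out in turn, the counts stayed between 34287 and 37122 in leaf, 9476 and 10133 in axillary bud, and 2424 and 3151 in shoot apex. The median absolute log2 fold change was 1.22 in leaf, 0.43 in axillary bud and 0.15 in shoot apex. After median-of-ratios scaling it was 0.79, 0.34 and 0.15, and 24658, 7535 and 2362 genes changed by more than 2-fold, in the same order of tissues. In shoot apex, the median absolute difference between the 2 replicates was 0.40 before and 0.33 after vernalization on the log2 scale. In leaf, the corresponding differences between replicates were 0.26 and 0.16.

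**Figure D3:**
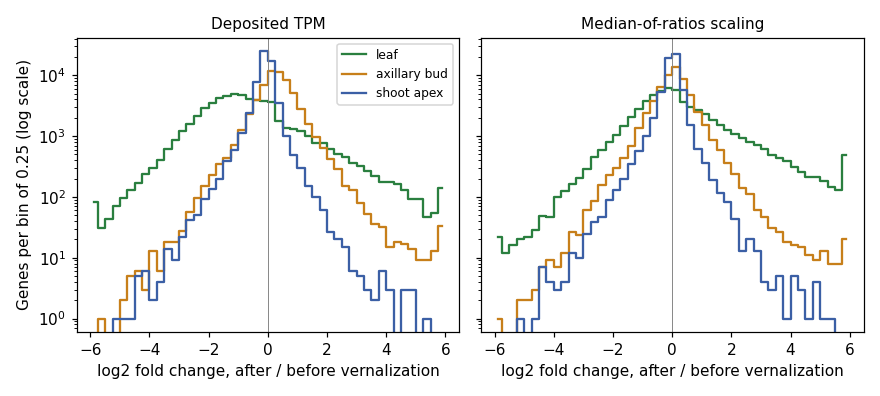
Distribution over the tested genes of the log2 fold change with vernalization in leaf, axillary bud and shoot apex, from the deposited TPM and after median-of-ratios scaling, with the number of genes per bin on a log axis. The outermost bins also hold the values beyond the axis, and the distribution is widest in leaf in both panels (median absolute change 1.22 and 0.79).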

Interestingly, the vernalization response of leaf was greater than that of axillary bud and shoot apex, which was reflected by the counts of differential ACRs and DEGs. It may attribute to their greater cellular diversity and relatively heightened exposure to environmental stimuli compared to axillary bud and apical meristems, which are enveloped within multiple layers of leaf. The chromatin accessibility around DEGs was generally correlated with their expression changes, and the chromatin accessibility of vernalization-induced DEGs’ promoters increased in leaf and axillary bud, while that of repressed DEGs in leaf, axillary bud and shoot apex decreased (Fig. 2a and Additional file 2: Fig. S5a). Compared with the random control, DEGs during vernalization has a strong correlation with the differential ACRs. 24%~26% of differential ACRs in leaf is related to DEGs, 23%~24% in axillary bud, and 5%~7% in shoot apex (Additional file 7: Table S6). The levels of active histone modifications increased after vernalization for the induced DEGs, and levels of H3K27ac and H3K36me3 decreased for the repressed DEGs (Fig. 2b and Additional file 2: Fig. S5b-c). H3K27me3 were decreased in the upstream and downstream regions of iDEGs, while only slightly increased in genebodies of rDEGs during cold vernalization (Fig. 2b). These findings suggest that the upregulated DEGs were linked with increased activated histone marks and a decrease in H3K27me3, while downregulated genes were mainly associated with the reduction of active histone modifications during vernalization.

**Fig. 2:**
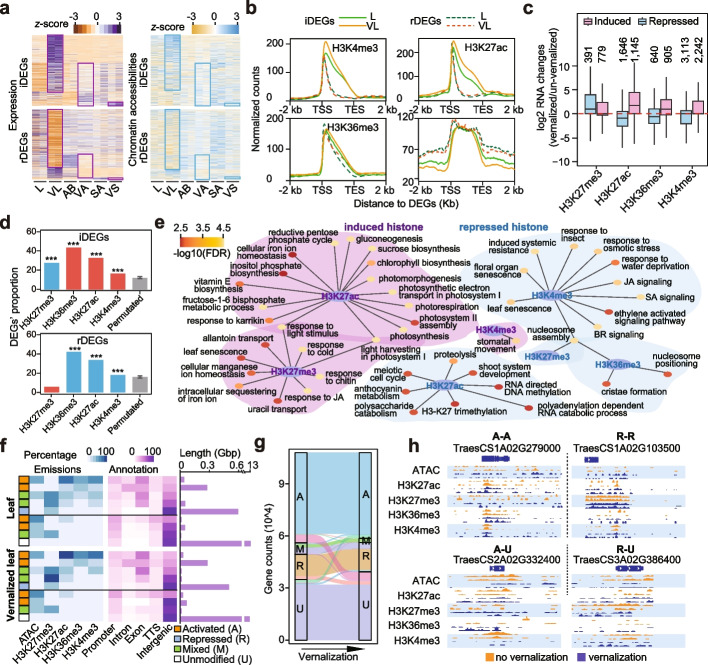
Alteration of histone modifications was critical for the expression changes during wheat vernalization. **a** Expression level and chromatin accessibility changes around DEGs. Expression levels were indicated by TPM. The normalized Tn5 transposome integration sites (TISs) from 500bp upstream to 50bp downstream of TSS were used to indicate chromatin accessibilities. iDEGs means induced DEGs, and rDEGs means repressed DEGs during cold vernalization. **b** Histone modification levels from 2Kb upstream to 2Kb downstream of DEGs. For H3K4me3, DEGs bearing H3K4me3 were first identified, and the same for H3K27ac, H3K36me3 and H3K27me3, respectively. **c** Expression level changes of genes with changed modification levels during vernalization. Induced represents genes with an increased level of modifications after vernalization, while repressed represents genes with a decreased modification level. **d** Proportions of DEGs among genes with changed modification levels. Red bars represent increased histone modifications after vernalization, blue bars represent decreased. “***” indicate *p* < 0.001. **e** Biological pathways enriched for genes with different modification changes. **f** Whole-genome chromatin states identified by ChromHMM in leaf and vernalized leaf. **g** Alternation of chromatin states during vernalization. **h** Represented samples of genes with changes chromatin states. “activated to unmodified” represents genes with activated chromatin state in leaf and unmodified chromatin state in vernalized leaf, similarly for “activated” to “activated”, “repressed” to “repressed” and “repressed” to “unmodified”

To evaluate the effects of different histone modifications, we identified genes with changed histone modification levels during vernalization (Additional file 8: Table S7 and Additional file 9: Table S8). Genes with increased active modification(s) were usually vernalization-induced, while those with an increased repressive modification were reduced (Fig. 2c). More than 40% of genes with induced H3K27ac modifications were vernalization induced DEGs, followed by 32.7% with induced H3K36me3 and 16.3% with induced H3K4me3, while similar percentages were also found among genes with reduced modifications of those marks, respectively. However, although a high percentage of genes (27.3%) with reduced H3K27me3 modifications were induced DEGs, only a few repressed DEGs (5.8%) were found among genes with increased H3K27me3 (Fig. 2d). GO enrichment analysis revealed that disparate histone modifications are responsible for different biological pathways during vernalization. Genes with altered H3K27me3 were likely to regulate light and temperature signals and hormones. H3K27ac-related genes were involved in meristem development and cell cycle, H3K36me3-related genes in nucleosome assembly and positioning, and H3K4me3-related genes in floral organ development and hormones (Fig. 2e).

To further understand the transition of chromatin states during vernalization, we classified chromatin into 9 states using ChromHMM, a chromatin state annotation software based on multivariate hidden Markov model (HMM) [39, 40, 41, 42] (Fig. 2f). Each of the 9 chromatin states has varying degrees of chromatin accessibility and histone modifications (Fig. 2f). Essentially, we observed that regions with high levels of H3K4me3 and H3K36me3 were enriched in genic regions and those without these marks were found in promoter and intergenic regions (Fig. 2f). This observation is consistent with the understanding that H3K4me3 is a typical promoter histone modification [43, 44]. We then labeled regions with higher chromatin accessibility and active histone modifications as “activated”, and those with H3K27me3 as “repressed”, those with both kind of marks as “mixed” and regions that were not accessible and did not carry any of the four types of histone modifications as “unmodified” (Fig. 2f). Approximately 500-600MB regions were labeled as repressed chromatin state and 400MB regions were labeled as activated chromatin state (Fig. 2f). By combining the chromatin states of leaf and vernalized leaf, we delineated chromatin changes during vernalization and found most genes maintained their chromatin states after vernalization (85.9%). Among those that shifted, the majority converted from activated to unmodified, mixed to activated, mixed to repressed, repressed to unmodified, unmodified to activated, and unmodified to repressed, while only a few converted from activated to repressed, or repressed to activated (Fig. 2g, h). We hypothesized that genes in a mixed state, potentially arising from diverse cellular states in the bulk assay or bivalent modifications [45–47], were prone to manifest heightened sensitivity in response to cold vernalization treatment. Therefore, these results suggest that epigenetic modifications regulate wheat vernalization by affecting gene expression, with different histone modifications playing diverse roles.

### Sub-genome specific responses during wheat vernalization

Common wheat is an allohexaploid composed of three sub-genomes (A, B and D), and the divergence in expression of homoeologous genes is critical for its enhanced environmental adaptivity [48]. The differences in expression were highly related to their promoter accessibility, indicating that promoter variations have a strong correlation with sub-genome divergences (Fig. 3a). We then classified the triad genes into A dominant (A), B dominant (B), D dominant (D), A suppressed (a), B suppressed (b), D suppressed (d) and balanced (Ba) based on their gene expression changes and promoter accessibility changes, respectively (Fig. 3b). Among the expressed genes (TPM >= 1 in at least one tissue), 55% showed balanced responses among the three sub-genomes, while 16% showed unbalanced responses (Fig. 3c, d and Additional file 2: Fig. S5d). 

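The copy of Table S9 used here lists 1998 triads, which are part of those the authors classified, and the values describe these triads only. The response of each homoeologue in leaf was taken as the ratio of the vernalized to the non-vernalized mean of TPM + 1, the 3 ratios were scaled to a sum of 1, and each triad was assigned to the nearest of the 7 ideal classes. In 1689 triads at least 1 homoeologue reached a group mean of 1 TPM, while 309 (15.5%) were not expressed by this measure. Responses were balanced in 1510 triads, 75.6% of the triads read and 89.4% of those expressed, and unbalanced in 179, or 8.96% and 10.6%. The unbalanced triads comprised 13 A dominant, 12 B dominant, 16 D dominant, 41 A suppressed, 53 B suppressed and 44 D suppressed triads. A pseudocount of 0.1 moved the unbalanced count most, to 390 triads (19.5% of those read). When each leaf or vernalized leaf library was left out in turn, the count was between 181 and 198. This nearest-class rule sets no test against the spread between replicates. Limma on the differences between homoeologues, with all 12 libraries, gave unequal responses in leaf in 1113 expressed triads (65.9%) at an adjusted p-value under 0.05, of which 445 differed by more than 2-fold.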

We further profiled chromatin accessibility and histone modifications of homoeologous genes during vernalization and found that most of the triplets maintained the balanced mode, with around 3%-12% converting between balanced and unbalanced (A, B, D, a, b, d) patterns (Fig. 3c, d).

**Fig. 3:**
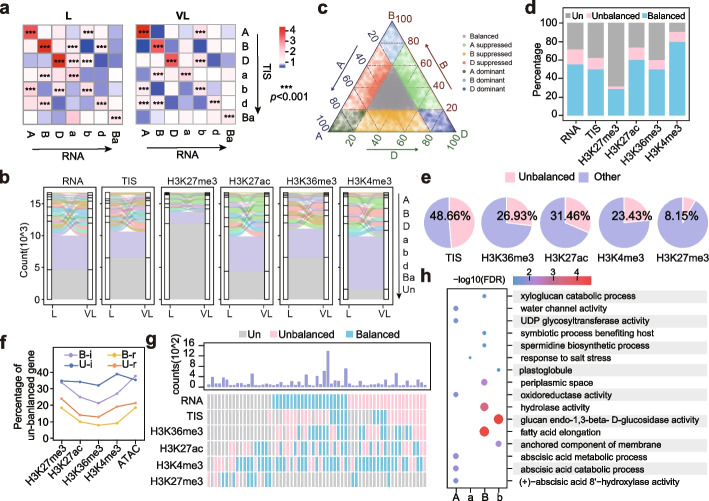
Sub-genome specific responses during wheat vernalization. **a** Sub-genome expression differentiation is associated with chromatin accessibility. Expression levels were indicated by TPM. The normalized Tn5 transposome integration sites (TISs) from 500bp upstream to 50bp downstream of TSS were used to indicate chromatin accessibilities. A, A dominant; B, B dominant; D, D dominant; a, a suppressed; b, b suppressed; d, d suppressed; Ba, balanced. *** indicated *p* < 0.001. **b** Changes in sub-genome differentiation states of expression, chromatin accessibility and histone modifications (H3K27me3, H3K27ac, H3K36me3 and H3K4me3) during vernalization. Un, represents not expressed (TPM <1), not accessible, or no such 4 modifications. **c** Sub-genome differentiation of expression responses during vernalization. **d** Percentage of genes with sub-genome differentiated responses in expression, chromatin accessibility and histone modifications during cold vernalization. “Balanced” represents balanced responses during vernalization. “Unbalanced” represents unbalanced responses during vernalization.** “**Un” represents not expressed (TPM < 1), not accessible, or no such 4 modifications. **e** Ratio of unbalanced modification responses in triads with unbalanced expression responses. **f** Proportion of genes with unbalanced expression responses in different groups. “B” represents balanced responses during vernalization. “U” represents unbalanced responses during vernalization. “i” indicates increased chromatin accessibility or histone modification, while “r” indicates decreased chromatin accessibility or histone modification. **g** Contributions of chromatin accessibility and histone modifications to sub-genome-differentiated expression responses. “Un” represents not expressed (TPM < 1) or no modification. Combinations with a number greater than or equal to 50 are shown in the figure and used for statistics. **h** Biological pathways enriched among sub-genome-specific responses genes

To further evaluate the correlation of epigenetic modifications to sub-genome divergent expressions during vernalization, we conducted statistical analysis on histone modification changes in triads with expression changes. Among triads with unbalanced expression changes, 48.66% were associated with unbalanced changes in chromatin accessibility, 31.46% with H3K27ac, 26.93% with H3K36me3 and 23.43% with H3K4me3, while only 8.15% with H3K27me3 (Fig. 3e and Additional file 10: Table S11). Triads with unbalanced chromatin accessibility and histone modification changes were more likely to exhibit unbalanced expression changes compared to balanced ones (Fig. 3f). By combining expression, chromatin accessibility, and the four types of histone modification changes during vernalization, we identified the correlations of chromatin accessibility and histone modifications to expression changes (Fig. 3g). By calculating the overlap between various epigenetic modification responses and gene expression responses, we discovered that chromatin accessibility, H3K27ac, H3K36me3, and H3K4me3 were more closely linked with unbalanced expression changes (Fig. 3g and Additional file 2: Fig. S5d). Furthermore, genes with unbalanced expression changes were enriched in different biological processes. For example, A-specific responsive genes were enriched in UDP glycosyltransferase activity, ABA catabolic and metabolic process, while B-specific responsive genes were enriched in fatty acid elongations (Fig. 3h). These results suggest that chromatin accessibility and histone modifications have a strong relationship with the unbalanced expression changes of sub-genomes during vernalization.

### Identification of putative vernalization-related regulatory elements

Distal *cis*-regulatory elements are critical for fine-tuning gene expression [49]. Through integrative genome-wide epigenetic profiling, we developed a strategy to identify putative regulatory elements (Fig. 4a). Firstly, we labeled ACRs located within 2Kb away from genes as promoters. H3K4me3 is usually considered to be the mark of promoter or unannotated promoters in the intergenic regions, while some studies also believe that H3K4me3 co-localizes with enhancer [50–52], which suggest that H3K4me3 is important to distinguish the types of ACRs. Therefore, we divided the distal ACRs based on the presence or absence of H3K4me3. ACRs beyond 2Kb from genes and surrounded by H3K4me3 were labeled as distal H3K4me3 associated ACRs (K4-ACRs), and ACRs beyond 2Kb from genes and not surrounded by H3K4me3 as distal no H3K4me3 associated ACRs (nK4-ACRs) (Fig. 4a). And we further pay more attentions to the nK4-ACRs. All distal ACRs were classified into 4 groups based on their nearby histone modifications: “activated” if they were next to the acetylation mark H3K27ac, “repressed” if they were next to H3K27me3, “mixed” if they were next to both kind of marks and “unmodified” if they lacked the 4 types of modifications (Fig. 4a). Active clusters were typically associated with high expression, while repressive ones were associated with low expression (Additional file 2: Fig. S5e). To identify putative vernalization-related regulatory elements, we focused on differential ACRs and classified them using the above strategy (Fig. 4b). Differential ACRs close to genes (within 2Kb of genes) were identified as promoters. Distal differential ACRs (dACRs, 2Kb away from genes), which are putative distal regulatory elements responsive to cold vernalizations, were also divided into distal differential K4-ACRs (K4-dACRs) and nK4-ACRs (nK4-dACRs) based on whether they were surrounded by H3K4me3 (Fig. 4b). A total of 3561 and 10,600 vernalization responsive K4-dACRs and nK4-dACRs were identified, respectively (Fig. 4b, Additional file 11: Table S12 and Additional file 12: Table S13). Taking *VRN-D3* as an example, the accessibilities of these regions increased after cold treatment and H3K27ac modifications were enriched around the corresponding ACRs, while H3K27me3 modifications decreased (Fig. 4c). We also observed that the H3K27me3 modifications around the differential ACRs extend to the *VRN3* genebody (Fig. 4c).

**Fig. 4:**
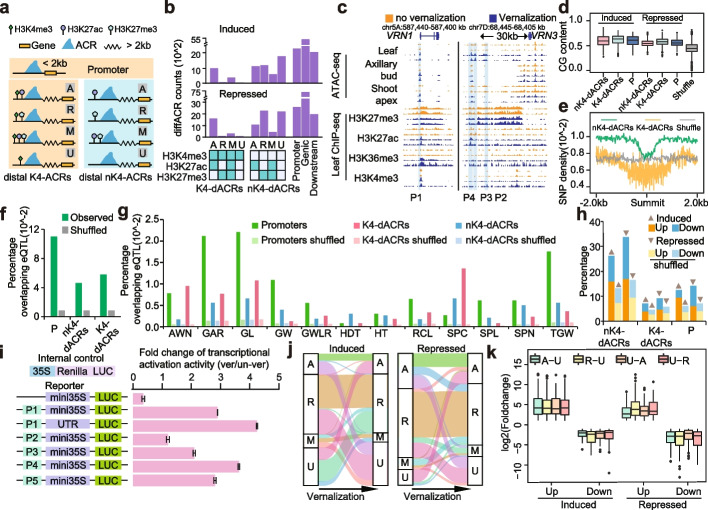
Identification of vernalization-related ACRs. **a** Strategies for identifying *cis*-regulatory elements (distal ACRs and promoters). A represents activated (H3K4me3 and H3K27ac); R represents repressed (H3K27me3); M represents mixed (both A and R); U represents unmodified. **b** Counts of vernalization-related K4-dACRs and nK4-dACRs identified based on chromatin accessibilities and histone modifications. **c** Genome coverage images showing the epigenomic modifications around *VRN1* and the 30Kb upstream distal ACRs of *VRN3*. P1~P4 are the fragments selected for the following experiments. **d-e** GC contents and SNP densities of identified regulatory elements. nK4-dACRs represents distal ACRs without H3K4me3; K4-dACRs represents distal ACRs neighboring to H3K4me3; P represents promoter. **f-g** Percentages of identified regulatory elements overlapping with eQTL. Shuffle represents the average percentage of randomly selected genomic regions (1000 times). SPC represents spike compactness; RCL represents red coleoptile; AWN represents awnedness; GWLR represents grain width to length ratio; SPN represents spikelet number per spike; SPL represents spike length; HT represents height; HDT represents heading date; GW represents grain weight; GAR represents grain area; GL represents grain length; TGW represents thousand grain weight. **h** Counts of DEGs with changed chromatin accessibilities during vernalization. Induced represents increased chromatin accessibility after vernalization; Repressed represents decreased chromatin accessibility after vernalization; Up represents up regulated gene; Down represents down regulated gene. nK4-dACRs represents distal ACRs without H3K4me3; K4-dACRs represents distal ACRs neighboring to H3K4me3. **i** Transcriptional regulatory activities of vernalization responsive distal ACRs through luciferase (LUC) activity assays in wheat protoplasts. The results depicted in the Fig 4i. represent the ratio of the regulatory activity of the fragment in the vernalized state compared to its activity in the non-vernalized state. Wheat protoplasts were extracted from leaf with/without vernalization (4℃ for 4 weeks). P1~P4 are the ACRs marked in Fig. 4c, and P5 is the ACR marked in Fig. S6a. **j** Chromatin state shift of nK4-dACRs during cold vernalization. **k** Expression changes of genes with chromatin state shift. A-U represents genes whose chromatin states are A before vernalization and U after vernalization, similarly for R-U, U-A and U-R

All these dACRs, along with the promoters, had higher GC contents compared to random intergenic regions (Fig. 4d). Additionally, the SNP density of these dACRs was lower than neighboring regions (Fig. 4e), suggesting their functional importance. Furthermore, we examined the GWAS signals [53] of heading date traits within a 1Kb range of the identified regulatory elements and found a significantly higher overlapping percentage compared to random genomic sequences. Moreover, many other important productivity trait-related GWAS signals were also enriched, including spike morphologies and grain traits (Fig. 4f, g). Consistently, genes associated with these vernalization responsive dACRs and promoters were more likely to exhibit differential expression compared to the random ones (Fig. 4h), confirming the regulatory activities of these regions.

We subsequently chose several dACRs, such as the *VRN3*-related ones (Fig. 4c), *WSOC1*-related ones (Additional file 2: Fig. S6a) and also *VRN1* promoter (Fig. 4c), to validate their potential transcriptional regulatory functions using luciferase (LUC) activity assays conducted in wheat protoplasts. Interestingly, in wheat protoplasts isolated from leaf subjected to cold vernalization, the LUC activities of these regulatory elements were enhanced (Fig. 4i). Comparable results were observed in cold treated tobacco leaf (Additional file 2: Fig. S6b). While when using accessible chromatin regions who were not responsive to vernalization, the relative activities did not show significant changes (Additional file 2: Fig. S6c-d).

In addition, we characterized the states of vernalization-responsive nK4-dACRs before and after vernalization. Among all these ACRs with state changes, the most common ones are transitioned from activated to unmodified, repressed to unmodified, unmodified to activated and unmodified to repressed, then mixed to repressed, and mixed to unmodified (Fig. 4j), suggesting a consistent pattern with that of genes (Fig. 2g). We then examined the expression changes of genes with modification transition during vernalization and found that gene expression changes were most strongly associated with chromatin accessibility, followed by histone modifications (Fig. 4k). These results suggest that the alteration of chromatin accessibility and histone modifications of regulatory elements, especially those CREs, were associated with genes’ expression.

### Divergence of vernalization responsive distal ACRs among sub-genomes

To further elucidate the divergences of vernalization responsive distal ACRs among sub-genomes, we identified homologous nK4-dACRs through pairwise comparisons (A:B, A:D and B:D). Approximately 53% of vernalization responsive nK4-dACRs were homologous and corresponded to the homoeologous genes (Fig. 5a). Among these homologous nK4-dACRs, around 82% exhibited diverse chromatin accessibilities (Fig. 5a). These findings indicate that nK4-dACRs exhibit greater sequence variations in comparison to neighboring genes. A total of 516, 624 and 600 sub-genome-specific nK4-dACRs were found in A, B and D sub-genomes, respectively. These sub-genome specific nK4-dACRs had a higher GC content than the common ones (Fig. 5b). To determine the origin of these sub-genome specific nK4-dACRs, we focused on the transposable elements (TEs) enriched by these specific nK4-dACRs. Common vernalization responsive nK4-dACRs had a higher overlap with DTT and DTX (14%-16%), while specific ones had a higher overlap with RLG, RLC and RIX (36-37%, Fig. 5c, d), respectively. These results suggest that retrotransposons played critical roles in the divergent evolution of vernalization responsive nK4-dACRs. Furthermore, we observed differences in the distances between syntenic nK4-dACRs and their corresponding genes among sub-genomes (Fig. 5e). Taking the one associated with *TraesCS3D02G401300* as an example, the nK4-dACR located 25 Kb away from the gene in D sub-genome was homologous to the promoter regions 2-3Kb upstream of the syntenic genes (Fig. 5f), indicating that some nK4-dACRs may originate from the promoter regions.

**Fig. 5:**
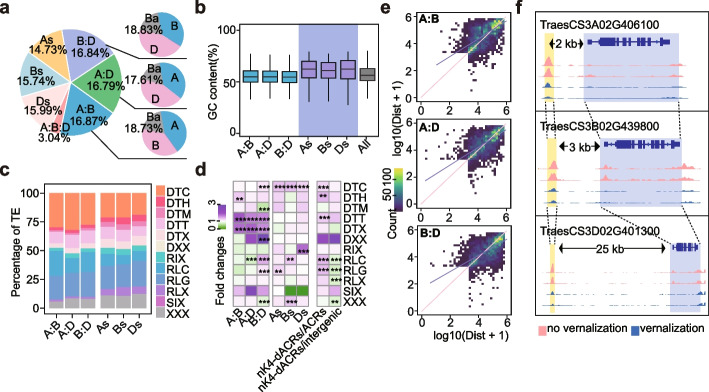
Sub-genome divergences of vernalization related distal ACRs. **a** Classification of vernalization related nK4-dACRs based on collinearity and homoeologous genes. **b** GC content of different type nK4-dACRs. A:B represents syntenic nK4-dACRs between A and B sub-genome, similarly for A:D and B:D. As represents A sub-genome specific nK4-dACRs, similarly for Bs and Ds. **c** TE enrichment of syntenic and sub-genome specific nK4-dACRs compared to TE enrichment in all nK4-dACRs. nK4-dACRs/ACRs represents the ratio of TE enrichment of nK4-dACRs to ACRs. nK4-dACRs/intergenic represents the ratio of TE enrichment of nK4-dACRs to intergenic regions. **d** Percentage of TE in syntenic and sub-genome-specific nK4-dACRs. **e** Distances between the syntenic nK4-dACRs and their corresponding genes. A:B represents syntenic nK4-dACRs between A and B sub-genomes, the abscissa indicated A sub-genome specific response and the ordinate indicated B sub-genome specific response, similarly for A:D and B:D. **f** Represented nK4-dACRs with different distances away from genes. “***” indicated *p* < 0.001

### TaSPL7/15 regulate vernalization by anchoring the promoter of *VRN1* and distal differential ACRs of *VRN3*

To identify the key TFs binding to the vernalization-related regulatory elements, we constructed a regulatory network of 2,668,346 interactions, including 1,383 responsive TFs and 3,588 other responsive genes in the three tissues, based on the distribution of TF binding motifs in promoters and dACRs (Additional file 2: Fig. S7). We further examined the enrichment of 40 motif clusters from JASPR to determine TF binding preferences in promoters and distal ACRs [54]. TF binding motifs were generally consistent between induced and repressed differential ACRs (Fig. 6a), indicating both kinds of ACRs were under the control of similar TFs or TF families. TF binding motifs related to light signal response, including FAR1, FHY3, and PIF (Fig. 6a), were significantly enriched in all induced and repressed differential ACRs, suggesting that vernalization also recruits light signaling pathways [55], although only cold treatment was carried out in our experiments. TFs associated with plant hormone signaling and development-related TFs, including ARF, TCP, ERF, BPC, and SPL, showed higher motif enrichments, while MYB, Dof, and WRKY binding motifs were depleted (Fig. 6a). Interestingly, we also found that FLC/SOC1 binding motifs were depleted in all three tissues (Fig. 6a), indicating that those motifs were not activated immediately after cold vernalization.

**Fig. 6:**
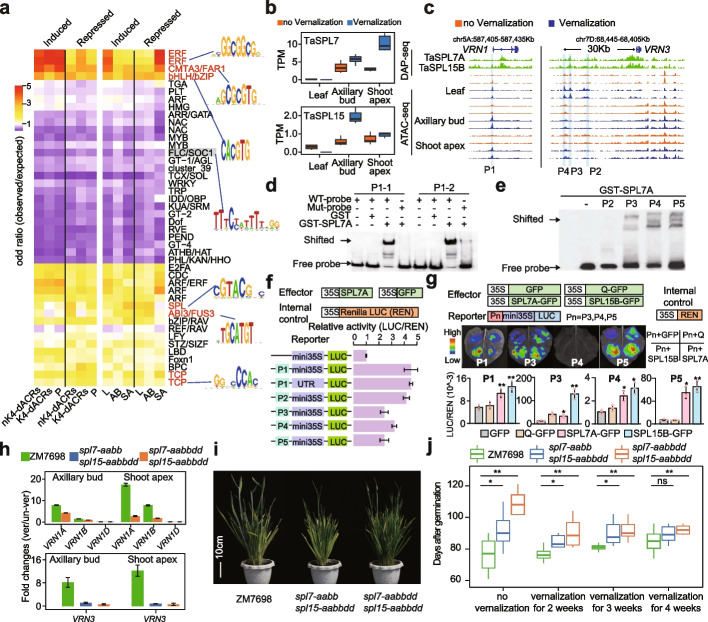
TaSPL7/15 regulate vernalization through binding the regulatory elements of *VRN1* and *VRN3*. **a** Key TFs enrichment of the putative vernalization-related regulatory elements. nK4-dACRs represents distal ACRs without H3K4me3; K4-dACRs represents distal ACRs neighboring to H3K4me3; P, promoter (2kb upstream of TSS). **b** The expression of *TaSPL7/15* were increased after vernalization in axillary bud and shoot apex. **c** Genome coverage image showing that TaSPL7 and TaSPL15 bind to the promoter of *VRN1* and distal ACRs of *VRN3*. P1~P4 are the fragments selected for the following experiments. **d-e** EMSA showing the binding of TaSPL7A to *VRN1* promoter (**d**) and *VRN3* distal ACRs (**e**). P1-1 and P1-2 are the two SPL binding sites within the *VRN1* promoter (Fig. S8d). **f-g** Validation of TaSPL7/15 binding and activation activity in wheat protoplasts (**f**) and tobacco leaf (**g**) using dual luciferase Reporter assay. Here, we selected some fragments for verification. P1~P4 are the ACRs marked in Fig. 6c, and P5 is the ACR marked in Fig. S8c. Statistical analyses are shown in the bottom panel and “*” indicates *p* < 0.05, “**” indicates *p* < 0.01 in Student’s *t*-tests. The relative activity was calculated by comparing the LUC/REN value of SPL to the LUC/REN value of GFP. **h** Induced expression of *VRN1* and *VRN3* were repressed in *spl7-aabbdd spl15-aabbdd* hexa-mutants. Fold changes represent the ratio of *VRN1* and *VRN3* expression ((7 days after vernalization) / (no vernalization)). Samples for RT-qPCR were obtained from plants grown 2 weeks (day for 16h at 22°C, night for 8h at 19°C) after germination and 7 days in greenhouse (day for 16h at 22°C, night for 8h at 19°C) after vernalization (plants grown 2 weeks in green house and vernalization for 3 weeks). All samples were taken between 9AM and 12AM (China Standard Time). **i** The late flowering phenotype of *spl7-aabbdd spl15-aabbdd* hexa-mutants (84 days after germination). **j** Statistics of heading time. Statistical analyses are shown in the bottom panel and “*” indicates *p* < 0.05, “**” indicates *p* < 0.01 in Student’s *t*-tests

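TaSPL7 and TaSPL15 are each present as homoeologues in sub-genomes A, B and D, which Table S12 lists by identifier. In shoot apex all 3 homoeologues of TaSPL7 were called induced. TaSPL7D (TraesCS5D02G273900) rose from 2.78 ± 0.327 to 12.9 ± 0.181 TPM (SD, n = 2), a log2 fold change of 1.88 (standard error 0.25, adjusted p = 0.000974 from limma). TaSPL7B (TraesCS5B02G265600) rose from 2.73 ± 0.458 to 8.39 ± 0.121 TPM (1.34, adjusted p = 0.00221). TaSPL7A (TraesCS5A02G265900) rose from 4.08 ± 0.892 to 9.54 ± 1.61 TPM (log2 fold change 1.05, adjusted p = 0.111), and its call was lost with a pseudocount of 0.1, without the filter on low values, in a fit of the shoot apex libraries alone and after adjustment. In axillary bud the log2 fold changes of TaSPL7 lay between 0.34 and 0.80 and none of the 3 was called. Single libraries decided the values of TaSPL7A and TaSPL7D there, at 0.17 and 0.38 without axillary bud replicate 1 and at 1.33 and 1.21 without axillary bud replicate 2. TaSPL7B stayed between 0.20 and 0.47 when each library was left out. TaSPL15 rose in axillary bud with log2 fold changes between 0.78 and 0.98, below 2-fold on this scale, so that none was called despite adjusted p-values of at most 0.00267. TaSPL15B (TraesCS7B02G158500) had the largest, from 0.718 ± 0.271 to 2.36 ± 0.127 TPM (standard error 0.19, adjusted p = 0.00254). With a pseudocount of 0.1 all 3 homoeologues of TaSPL15 were called induced in axillary bud, at 1.41 to 1.86. In shoot apex their log2 fold changes lay between 0.20 and 0.28, with adjusted p-values of at least 0.763. After median-of-ratios scaling every one of these 12 log2 fold changes was still above 0. The difference of response between axillary bud and shoot apex was tested for each gene, and passed an adjusted p-value under 0.05 for TaSPL7B, which rose more in shoot apex (adjusted p = 0.0313), and for TaSPL15D, which rose more in axillary bud (adjusted p = 0.0267).

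**Figure D4:**
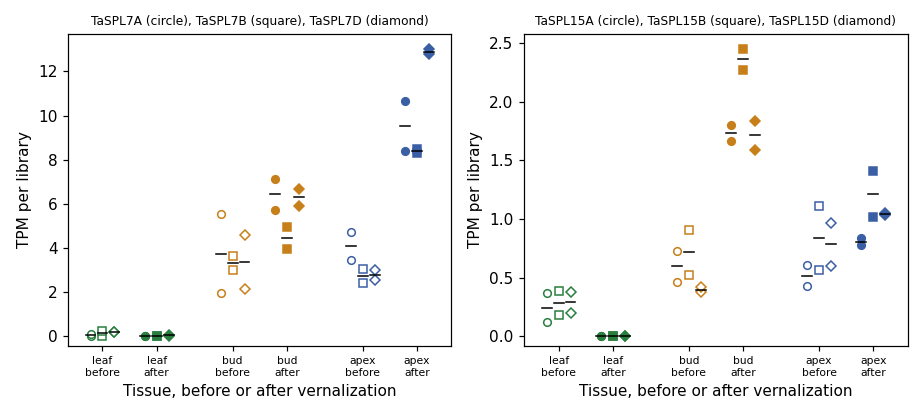
TPM of the A (circle), B (square) and D (diamond) homoeologues of TaSPL7 and TaSPL15 in each library before (hollow) and after (filled) vernalization, with a black line at the mean of the 2 libraries. TaSPL7D in shoot apex has the largest rise, to a mean of 12.9 TPM, and all leaf libraries are below 0.4 TPM.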

SPL and ABI3 binding motifs were specifically enriched in the nK4-dACRs (Fig. 6a). SPLs are important plant-specific TFs that control wheat development and stress responses, but little is known about their involvement in vernalization. We observed that the expression of *TaSPL14/4* were repressed in leaf during wheat vernalization, and *TaSPL8/15/9* were repressed in axillary bud, while *TaSPL3/5/7/8/15/11* were induced in axillary bud and shoot apex, suggesting that this family may play diverse roles during wheat vernalization (Fig. 6b, Additional file 2: Fig. S8a and Additional file 13: Table S14). 

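Of the 53 SPL genes in Table S12, 46 passed the expression filter. In leaf 14 were called repressed and 0 induced, in axillary bud 1 was called induced and 0 repressed, and in shoot apex 11 were called induced and 0 repressed. At an unadjusted p-value under 0.05 alone, 1 rose and 26 fell in leaf, 23 rose and 4 fell in axillary bud, and 19 rose and 0 fell in shoot apex. After median-of-ratios scaling these numbers were 4 and 11 in leaf, 16 and 3 in axillary bud, and 26 and 0 in shoot apex. The numbers past an adjusted p-value under 0.05 and 2-fold were 14, 1 and 10 over all tested genes and 14, 1 and 11 adjusted over the list alone. A pseudocount of 0.1 moved the 26 calls most, to 51. Among the calls after scaling, leaf had 2 repressed genes and 1 induced gene (TaSPL5D), axillary bud had 0 calls and shoot apex 11 induced genes. In leaf, TaSPL14B (TraesCS7B02G142200) fell from 72.6 ± 2.60 to 9.95 ± 0.486 TPM (SD, n = 2), a log2 fold change of -2.75 (standard error 0.40, adjusted p = 6.16e-05 from limma). TaSPL14A (TraesCS7A02G249100) and TaSPL14D (TraesCS7D02G248000) fell by 2.02 and 2.82. After scaling, TaSPL14B and TaSPL14D remained called, at -1.30 and -1.38, and TaSPL14A did not, at -0.62. TaSPL4A (TraesCS2A02G502300) had 0.654 and 1.06 TPM in the leaf libraries and TaSPL4D (TraesCS2D02G502900) had 0.510 and 1.14 TPM, and both were listed at 0 in the 2 vernalized leaf libraries. Neither was called, except with a pseudocount of 0.1. On the log2(TPM + 1) scale, a mean under 1 TPM cannot fall by 2-fold, even to 0. The TaSPL9 homoeologues had log2 fold changes between -1.91 and -1.44 in leaf, where all 3 were called repressed (-0.88 to -0.29 after scaling, where none was), and between 0.33 and 0.96 in axillary bud, where none was called. TaSPL8 lay between 0.69 and 0.89 in axillary bud and between 0.46 and 0.64 in shoot apex without a call, while TaSPL8A (TraesCS5A02G286700) was called repressed in leaf at -1.11 (-0.73 after scaling, not called). TaSPL5A (TraesCS3A02G432500) was called induced in axillary bud, from 2.22 ± 0.402 to 5.63 ± 0.786 TPM (1.04, adjusted p = 0.00498), and was below 2-fold after scaling (0.74). TaSPL5A and TaSPL5D were called in shoot apex, at 1.01 and 1.06, and TaSPL3A (TraesCS2A02G413900) at 1.15, although not in a fit of the shoot apex libraries alone. TaSPL3 lay between 0.78 and 0.97 in axillary bud without a call. TaSPL11 lay between 0.27 and 0.47 in axillary bud and between 0.15 and 0.38 in shoot apex, also without a call. From the different responses among tissues, the paper proposes that the SPL family plays diverse roles during vernalization.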

Given that *TaSPL7/15* are the orthologous genes of Arabidopsis *SPL9* and rice *OsSPL14/IPA1*, which has been proved to be important for age dependent flowering regulation and plant architecture regulation [30, 56], we paid further attention to *TaSPL7/15*. Also, it’s reported that they were related to wheat tillering and panicle development [38]. Using our published DAP-seq results [38, 57] and DAP-qPCR (Additional file 2: Fig. S8b), we found TaSPL7A and TaSPL15B binding regions were enriched in the differential ACRs (Additional file 2: Fig. S8c). Moreover, clear binding peaks were observed in regulatory regions of *VRN1*, *VRN3* and *WSOC1* (Fig. 6c and Additional file 2: Fig. S8d). To further confirm these interactions, we conducted EMSA, Dual-Luciferase Reporter assay and DAP-qPCR, which demonstrated that TaSPL7/15 could bind specifically to the promoter of *VRN1*, and the distal ACRs of *VRN3* and *WSOC1,* and activated the expressions of related genes (Fig. 6d-g and Additional file 2: Fig. S8e-h). Consistently, the vernalization responses of *VRN1* and *VRN3* were dramatically inhibited in axillary bud and shoot apex in *spl7-aabbdd spl15-aabbdd* hexa-mutants (Fig. 6h). It is reported that the mutation of SPL binding sites in *VRN1* promoter affect its expression [58]. These results collectively suggested that TaSPL7/15 participates in wheat vernalization by regulating the expression of *VRN1* and *VRN3*. Yet, upon evaluating the vernalization responses of *spl7-aabbdd spl15-aabbdd* hexa-mutants, our findings revealed a 30-day delay in flowering compared to the wildtype without vernalization, with a 10-day delay observed under 2 and 3 weeks of vernalization, while extending the cold treatments to 4 weeks didn't yield noticeable differences (Fig. 6i, j and Additional file 2: Fig. S9a). Also, it’s found that leaf of *spl7-aabbdd spl15-aabbdd* hexa-mutants increased (Additional file 2: Fig. S9b-c), which is similar with the more rosette leaf and late flowering phenotype of spl9 mutants in *Arabidopsis* [30]. We then examined the expression changes of *VRN1* and *VRN3* in un-vernalized wheat, revealing their up-regulation before flowering (Additional file2: Fig. S10a). This up-regulation of *VRN1* and *VRN3* still relied on TaSPL7/15 (Additional file 2: Fig. S10b). And the vernalization response of *VRN1* in the *spl7-aabbdd spl15-aabbdd* hexa-mutants were significantly repressed compared to wild type (Additional file 2: Fig. S10c). Additionally, *VRN3* hardly responded during the vernalization process and only began to response after vernalization was completed (Additional file 2: Fig. S10c). These findings suggest that TaSPL7/15 is essential for the up-regulation of *VRN1* and *VRN3*. Consequently, the accumulation of *VRN1* due to vernalization effectively mitigated the delayed flowering observed in *spl7-aabbdd spl15-aabbdd* hexa-mutants. This highlights the significance of TaSPL7/15 induced by vernalization (Fig. 6h) in promoting flowering by modulating the expression of *VRN1* and *VRN3* across multiple tissues, integrating signals from vernalization and other pathways (Fig. 7).

**Fig. 7:**
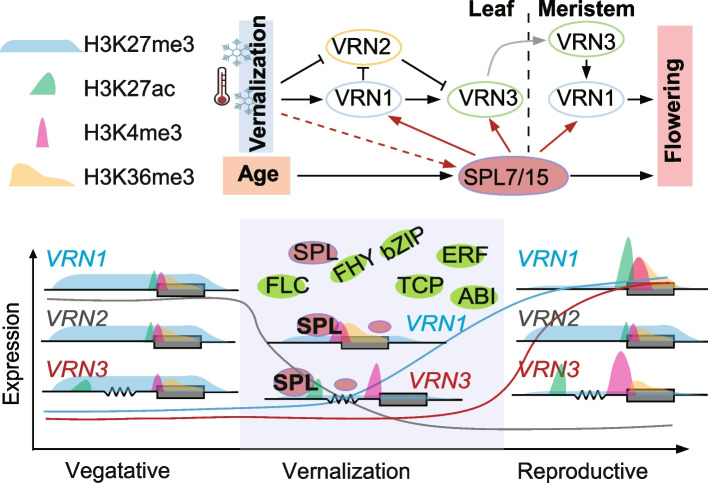
Schematic diagram showing the regulatory networks during wheat vernalization. During the vernalization process in wheat, the expression of *VRN1* and *VRN3* increases, while the expression of *VRN2* decreases. Concurrently, the modifications of H3K27ac, H3K36me3, and H3K4me3 on *VRN1* increase, whereas the level of H3K27me3 modification around *VRN1* decreases. The modifications of H3K36me3 and H3K4me3 on *VRN3* also increase, along with an increase in H3K27ac levels on the distal regulatory elements, while the surrounding H3K27me3 levels decrease. Numerous transcription factors are involved in the regulation of vernalization, among which SPL7 and SPL15 are induced by vernalization. These factors regulate wheat vernalization by directly binding to the *VRN1* promoter and *VRN3* distal regulatory elements, thereby activating their expression in leaf and apical meristem

## Discussion

Vernalization is the process where plants experience a period of low temperatures [2], and has similarities and differences with cold stress which was defined as a major environmental factor that seriously affects plant growth and development [59]. During vernalization, winter wheat undergoes vegetative-to-reproductive transition and accelerates flowering [7, 10, 60]. In addition to the developmental transition of meristems, the development of leaf and tillers is also inhibited during cold vernalizations. Previous studies have primarily focused on the roles of several key *VRN* genes [6, 7, 15, 60–62]. We found that the responses of leaf, axillary bud and shoot apex were dramatically different. For examples, sucrose-related pathways were enriched in leaf and axillary bud, which is consistent with the notion that sucrose accumulation can enhance wheat’s resistances to cold. All these results suggest that the responses of different tissues during cold vernalization are diverse.

Epigenetic modifications are considered to play critical roles in maintaining vernalization memory [25, 26]. In wheat and barley, H3K27me3 levels around *VRN1* decreased, while H3K4me3 levels increased during cold vernalization [27, 28]. However, for the vernalization repressor *VRN2*, H3K27me3 levels did not increase despite its expression being repressed. We also observed that different types of histone modifications may have disparate roles during vernalization (Fig. 2e). The decrease of H3K27me3 has a greater impact on the induced expression of genes compared to the increase of H3K27me3 on repressed expression during wheat vernalization. Additionally, the transitions between activating and repressive marks were less frequent than the changes between active or repressive histone modifications and unmodified groups, indicating that the establishment of new modifications typically occurs after the depletion of the previous modifications.

Enhancers play an important role in the spatiotemporal expression of genes and plant development [63]. In *Arabidopsis*, *FT*-associated enhancers have been reported to regulate flowering through epigenetic modifications [29]. By combining multiple omics data, we identified putative vernalization-related *cis*-regulatory elements (CREs) in multiple tissues in wheat and confirmed their sensitivity to vernalization. These CREs exhibited high diversity among different sub-genomes, contributing to the sub-genome divergent expressions observed in the allohexaploid wheat. Interestingly, although a CRE located 30Kb upstream of *VRN3* was identified, the sequence of this CRE is not homologous to those around *FT* in *Arabidopsis*, suggesting a different origin and evolution for this CRE compared to its counterpart in *Arabidopsis*.

*SPLs* are important transcriptional factors that control plant development in various stages and stress responses. The miRNA156-*SPL*-miRNA172 cascade is a well-known aging pathway that regulates flowering in *Arabidopsis*. However, it is still unclear whether *SPLs* are involved in vernalization. In wheat, the expressions of different *SPLs* were differentially regulated in multiple tissues during vernalization, and SPL binding motifs were enriched in the CREs identified in all three tissues. *TaSPL7A/15B*, the orthologs of rice *Ideal Plant Architecture 1* (*IPA1*) were reported to regulate plant height and tillering [38]. Consistently, we found that TaSPL7A/15B could directly bind to *VRN1* promoter through the binding sites and distal regulatory elements of *VRN3.* Defects in these genes resulted in delayed flowering, particularly when shortening the cold vernalization period. We verified that while TaSPL7/15 is induced by vernalization, it participates in the wheat vernalization process by regulating *VRN1* and *VRN3*. Although the deficiency of *SPL7* and *SPL15* delays the expression rise of *VRN1* and *VRN3*, the late flowering phenotype of *spl7a/b/d spl15a/b/d* hexa-mutants can be suppressed by extending the period of cold vernalization. This indicates that there is an SPL7/15-independent pathway that can activate *VRN1* and *VRN3* expression. 

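The levels of TaSPL7A (TraesCS5A02G265900) and TaSPL15B (TraesCS7B02G158500) in the bud and apex were compared with those in leaf by limma contrasts. TaSPL7A had 0.0376 and 0.0977 TPM in the leaf libraries and was listed at 0 in both vernalized leaf libraries. Before vernalization its log2 difference from leaf was 2.04 in axillary bud (standard error 0.32, adjusted p = 0.000155) and 2.24 in shoot apex (adjusted p = 5.71e-05), on the log2(TPM + 1) scale. TaSPL15B had 0.185 and 0.385 TPM in the leaf libraries and was also listed at 0 after vernalization. Its log2 difference from leaf before vernalization was 0.41 in axillary bud (standard error 0.19, adjusted p = 0.0772) and 0.51 in shoot apex (adjusted p = 0.0320). Between the vernalized tissues, TaSPL7A was higher than in leaf by 2.89 in axillary bud and 3.39 in shoot apex, and TaSPL15B by 1.75 and 1.14, each on the log2 scale with an adjusted p-value under 0.01. All of these differences kept their direction after median-of-ratios scaling, which brought TaSPL15B in axillary bud before vernalization to 0.50 and past the threshold (adjusted p = 0.00560). Other SPL genes were abundant in leaf before vernalization, such as TaSPL6A (TraesCS4A02G359500) at 28.5 ± 0.872 TPM (SD, n = 2). TaSPL6A fell to 6.95 ± 0.00588 TPM in vernalized leaf, a log2 fold change of -1.89, and was called repressed. After median-of-ratios scaling its log2 fold change was -0.49, without a call.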

Besides, *TaSPL7A/15B* is highly expressed in axillary bud and shoot apex but has low expressed in leaf, suggesting that there may be other *SPLs* involved in regulating vernalization signal perceptions in leaf. In summary, our study has constructed an epigenomic landscape of multiple tissues during vernalization, identified the regulatory elements, and revealed the novel roles of *SPLs* in vernalization. Our work not only sheds light on understanding the responsive regulatory networks during cold vernalization but also identifies crucial regulatory elements and transcription factors essential for improving wheat vernalization traits.

## Conclusions

Here, we constructed an epigenomic and transcriptomic map for multiple tissues including leaf, axillary bud, and shoot apex before and after vernalization to uncover the vernalization responses of multiple tissues in wheat. Both atlas of chromatin accessibility and gene expression suggesting a tissue-specific nature of chromatin accessibility responses during wheat vernalization (Fig. 1d-f). And the change of epigenome modifications during vernalization are responsible for gene expressions (Fig. 2a-c) and sub-genome divergent expression (Fig. 3). Interestingly, we found that genes whose expression was up-regulated during vernalization were related to increased activated histone marks (H3K27ac, H3K4me3 and H3K36me3) and a decrease in H3K27me3, while genes whose expression was down-regulated were mainly related to the reduction of active histone modifications (Fig. 2d). Combining maps of chromatin accessibility, histone modifications and gene expression, we also identified vernalization-related regulatory elements and related transcription factors. Further, we found that TaSPL7/15 participate in wheat vernalization process by directly anchoring the *VRN1* promoter and 30Kb upstream regulatory elements of *VRN3.* In summary, we uncovered the distributed vernalization responses through epigenomic and transcriptomic map of multiple tissues in winter wheat, unveiled the vernalization-related regulatory elements, and found that TaSPL7/15 from the aging pathway promote wheat flowering by regulating gene expression of *VRN1* and *VRN3.* Our research yields extensive data resources and valuable insights into unraveling the regulatory mechanisms governing wheat vernalization. Additionally, it pinpoints CREs suitable as targets for gene editing, paving the way for engineering wheat germplasm with diverse vernalization traits.

## Methods

### Plant material

Wheat (*Triticum aestivum*; BBAADD, 2n = 6x = 42) cultivar AK58 was used in our study. Materials without vernalization were obtained from plants grown for 2 weeks (day for 16h at 22°C, night for 8h at 19°C, light starts at 8 AM in the morning and darkness starts at 24 PM.) after germination. Materials with vernalization were obtained from plants that were planted in a greenhouse and subjected to 1 month of vernalization in a cold chamber (4℃, 16 h light/8 h dark), followed by growth in the greenhouse (day for 16h at 22°C, night for 8h at 19°C) for 1 day. Leaf were directly collected from the plants, while axillary bud and shoot apex were dissected under a microscope. All samples, including leaf, axillary bud and shoot apex, were taken between 9 AM and 12 AM (China Standard Time), that is 1-3 hours after starting the light (Our light cycle is from 8 AM to 24 PM, and the dark cycle is from 24 PM to 8 AM.).

ZM7698, and transgenic plants (*spl7-aabb spl15-aabbdd* and *spl7-aabbdd spl15-aabbdd*) with vernalization were grown 2 weeks (day for 16h at 22°C, night for 8h at 19°C) after germination and vernalization for 2, 3 or 4 weeks in cold chamber (4℃, 16 h light/8 h dark). Samples for RT-qPCR were obtained from plants grown 2 weeks (day for 16h at 22°C, night for 8h at 19°C) after germination and 1 day in greenhouse (day for 16h at 22°C, night for 8h at 19°C) after vernalization (3 weeks). All samples were taken between 9 AM and 12 AM (China Standard Time).

All samples before and after vernalization are basically guaranteed to only have vernalization treatment (low temperature treatment), excluding the influence of light and rhythm.

### RNA-seq

The collected materials were flash-frozen using liquid nitrogen. Total RNA was extracted using TRIzol^TM^ Reagent (Invitrogen, 15596-026). The RNA-Seq library was constructed by Berry Genomics (Beijing, China), and sequenced with Illumina NovaSeq 6000 platform. All sequencing data were 150bp paired-end reads.

### ATAC-seq

ATAC-seq was performed using our previously established protocol [64]. 1g frozen sample was minced in 1mL ice lysis buffer (15 mM Tris-HCl pH 7.5, 20 mM NaCl, 80 mM KCl, 0.5 mM spermine, 5 mM 2-Mercaptoethanol, 0.2% TritonX-100). The slurry containing the nuclei extract was filtered twice through a 40 μm filter. The crude nuclei containing DAPI (sigma, D9542) was loaded onto a flow cytometer (BD FACSCanto) for selection. The nuclei pellet was obtained by centrifugation and washed with Tris-Mg buffer (10 mM Tris-HCl pH 8.0, 5 mM MgCl_2_) and Tn5 transposomes in 40 μl TTBL buffer (Vazyme, TD501) were added for a 30-minute incubation at 37°C. Subsequently, the integration products were purified using the NEB Monarch™ DNA Cleanup Kit (T1030S) and library amplification was performed using NEB Next Ultra II Q5 master mix (M0544L). The amplified libraries were purified using Hieff NGS^®^ DNA Selection Beads (Yeasen, 12601ES03).

### ChIP-seq

ChIP-seq was performed as previously described [65] using antibodies against H3K27me3 (Abcam, ab6002), H3K4me3 (millipore, 07-473), H3K27ac (abclonal, A7253) and H3K36me3 (Abcam, ab9050). Libraries were constructed using the Kit (TransGen Biotech, KP201-02) and sequenced by Annoroad Gene Technology (Beijing, China). All libraries were sequenced on the Illumina NovaSeq 6000 platform to produce 150-bp paired-end reads.

### Processing of RNA-seq data

For data quality control, we used fastp v0.21.0 [66], and reads were aligned to the wheat reference genome (IWGSC RefSeq v1.0) [67] using hisat2 (https://daehwankimlab.github.io/hisat2/) with default parameters. BAM files were sorted using SAMtools v1.3.1 [68], read counts were quantified using FeatureCounts [69], and TPM (Transcripts Per Million) values were calculated using TPMCalculator [70]. Differential expressed genes (DEGs) were identified using DESeq2 [71] (*p*-value < 0.01 and Fold change > 2).

### Processing of ATAC-seq data

For data quality control, we used fastp v0.21.0 [66]. Reads were aligned to the wheat reference genome (IWGSC RefSeq v1.0) [67] using Bowtie v2.3.5 [72] (bowtie2 -X 1000 --very-sensitive). SAMtools v1.3.1 [68] was used to sort and filter bam (-q 10). Clonal duplicates were removed using Picard v2.16.0 (http://broadinstitute.github.io/picard/). Peaks were called using MACS2 v2.2.6 [73] (macs2 --keep-dup all --nomodel --extsizes 150 --shift -75). Raw peaks were divided into 150 bp bins with 50 bp overlapping, filtered based on Tn5 integration site density, and merged using bedtools with the “-d 200” parameter. Peaks overlapping with input and aligned to plant chloroplast DNA (NCBI) were discarded to ensure the identification of high-quality ACRs.

Differential ACRs were identified depending on the number of Tn5 transposome insertion sites (TISs) within each ACR. TISs were normalized by the total number of mapping reads as the library size. ACRs were divided into bins(200 bp), and DESeq2 [71] was used to find the difference interval based on TIS in each bin. Merge adjacent difference intervals and filter part of intervals using DESeq2 [71] to get high-quality differential ACRs.

### Processing of ChIP-seq data

We used fastp v0.21.0 [66] for data quality control and Bowtie v2.3.5 [72] to align reads to wheat reference genome (IWGSC RefSeq v1.0) [67] (bowtie2 -X 1000 --very-sensitive). SAMtools v1.3.1 [68] was used to sort and filter bam (-q 10), Picard v2.16.0 (http://broadinstitute.github.io/picard/) was used to remove clonal duplicates. Genes with changed modification levels were identified depending on the coverages of specific intervals. The interval from TSS to downstream 500bp for H3K27ac, H3K36me3 and H3K4me3, and genebody for H3K27me3. Read counts were normalized by the total number of mapping reads as the library size, and DESeq2 [71] was used to find genes with changed modification levels.

### Identification of chromatin status

ChromHMM, a chromatin state annotation software [39, 40], was used to do chromatin state annotation. Peaks of ATAC-seq, H3K4me3, H3K36me3, H3K27me3 and H3K27ac were used as input files to train the model, and then divide the chromatin states of each region on the whole genome. We identified 9 chromatin states with different chromatin accessibility degree and histone modifications, arranged vertically in 9 rows (Fig. 2f) [41, 42]. The Emissions are horizontal representation of chromatin accessibility and different histone modifications.

### Quantitative reverse transcription PCR (RT-qPCR)

All samples for RT-qPCR were frozen in liquid nitrogen, and total RNA was extracted using TRIzol^TM^ Reagent (Invitrogen, 15596-026). cDNA synthesis was carried out using the FastKing RT Kit (TIANGEN, KR116-02). Each RT-qPCR reaction utilized 10ng of cDNA and 1x TB Green Premix Ex Taq (TaKaRa, RR420). All quantitative materials are noted in the figure legends. All RT-qPCR primers were listed in Additional file 14: Table S13 [6, 7, 11].

### DNA affinity purification quantitative PCR (DAP-qPCR)

DAP-qPCR was performed as previously published with modification [38]. The HALO-SPL7A and HALO-SPL15B protein were generated using the TNT SP6 Coupled Reticulocyte Lysate System (Promega, L4600) according to the manufacturer’s protocol. The protein was then incubated with Magne-HALO Tag beads (Promega, G7282) for 1 h at 25 °C in 1× PBS with 0.005% Nonidet P-40 (PBST). After bound protein were washed with PBST and treated with DNaseI, the HALO-SPL7A and HALO-SPL15B protein were incubated with 500 μg of ultrasonicated genomic DNA library for 1 h at 25 °C. Then the beads were washed and recovered by V-ELUTE Gel Mini Purification Kit (Zoman, China, ZPV202). The ultrasonicated genomic DNA library was used as DNA input control for the qPCR reaction, three replicates of the fold enrichment on differential ACRs by SPL were calculated against input. Used primers in this experiment are listed in Additional file 14: Table S15.

### Electrophoretic mobility shift assay (EMSA)

The GST fused TaSPL7A protein were expressed in Escherichia coli BL21 (DE3) (Transgen, CD701-01), and then purified with BeaverBeadsTM GSH (Beaver, 70601-5) following manufacturer’s instructions [38]. DNA probes of 40-50 bp length were chemically synthesized and labeled with biotin at their 5’-end (Additional file 14: Table S15; BGI, China). The binding reactions and DNA gel-shift assays were performed according to the manufacturer’s instructions of LightShift Chemiluminescent EMSA Kit (Thermo Fisher Scientific, 20148). Briefly, 1 μg GST-TaSPL7A protein is incubated with DNA probe at room temperature for 20 minutes, the protein-DNA complexes are separated by electrophoresis using a native polyacrylamide gel. The gel was then transferred onto the Nylon Membrane. Membranes were imaged using a Biostep Celvin S Chemiluminescence Imager device after crosslink transferred DNA to membrane.

As for the GST fused TaSPL7A protein were expressed in Escherichia coli BL21 (DE3) (Transgen, CD701-01), and then purified with BeaverBeadsTM GSH (Beaver, 70601-5) following manufacturer’s instructions [38]. DNA probes (40-50 bp) containing the SPL binding motif GTAC and the GTAC mutation to AAAA were labeled and 5’biotin modification was synthesized in Beijing Genomics institution. Electrophoretic Mobility Shift Assays (EMSAs) were performed as LightShift® Chemiluminescent EMSA Kit (Thermo, 20148). Each experiment was independently replicated three times.

### Dual luciferase reporter assay

Dual luciferase reporter gene assay was performed in *N. benthamiana* leaf and wheat protoplasts. For the assay in *N. benthamiana* leaf, the regulatory elements of P1-P5 were amplified from AK58 genomic DNA and cloned into the pGreenII 0800-LUC vector as reporter plasmids. The CDS of *SPL7A* and *Q* were cloned in frame into the pEG1300-GFP vector as effector plasmids. *N. benthamiana* plants of 4-week-old were co-infiltrated with *A. tumefaciens* strain GV3101 harboring different combinations of these plasmids. The dual-luciferase reporter assay system (Yeasen, China) was used to quantify LUC and REN activities 48h after transfected according to the manufacturer’s instructions. For the assay in wheat protoplasts, the regulatory elements of P1-P5 were inserted into *mini35S::LUC* vector, the mixed plasmids containing 35S::*TaSPL7A*/GFP, *mini35S-Pn::LUC*, and pRTL in a ratio of 7:1:1 were introduced into wheat leaf protoplasts as described [74], while plasmids containing *35S::GFP*, pRTL, and *mini35S::LUC* as a negative control. The dual-luciferase reporter assay system (Yeasen, China) was used to quantify LUC and REN activities 16h after transfected and three independent replications were conducted.

## Peer review information

Wenjing She was the primary editor of this article and managed its editorial process and peer review in collaboration with the rest of the editorial team.

## Review history

The review history is available as Additional file 15.

### Supplementary Information

Additional file 1: Table S1. Statistical information of ATAC-seq, ChIP-seq and RNA-seq data.

Additional file 2: All supplementary figures included in this article. Figure S1. Repeatability between biological replicates and correlations between different histone modifications. Figure S2. Histone modifications and gene expressions of *VRN* genes. Figure S3. Characteristics of ACRs. Figure S4. The tissue specific expression patterns during vernalization. Figure S5. Epigenetic modifications and gene expression. Figure S6. Regulatory elements and verification of their activities. Figure S7. Response of transcription factor families during vernalization. Figure S8. TaSPL7/15 participated in wheat vernalization. Figure S9. Heading time and leaf counts of ZM7698 and *spl7-aabbdd spl15-aabbdd* hexa-mutant. Figure S10. Relative expression of *VRN1* and *VRN3* in leaf, axillary bud and shoot apex.

Additional file 3: Table S2. The identified ACRs from different tissues.

Additional file 4: Table S3. Vernalization-responsive differential ACRs.

Additional file 5: Table S4. Vernalization-responsive differentially expressed genes.

Additional file 6: Table S5. The proportion of vernalization-responsive genes and diffACR-related vernalization-responsive genes among genes with altered tissue expression patterns.

Additional file 7: Table S6. Different ACRs related to DEGs in various tissues.

Additional file 8: Table S7. Genes with changed histone modification levels during vernalization.

Additional file 9: Table S8. List of genes with different chromatin modifications.

Additional file 10: Table S9. Vernalization response of triads genes at the expression and epigenomic levels.

Additional file 11: Table S10. Vernalization related distal regulatory elements without H3K4me3.

Additional file 12: Table S11. Vernalization related distal regulatory elements with H3K4me3.

Additional file 13: Table S12. Gene IDs of *SPL* genes in this study.

Additional file 14: Table S13. Primers used for RT-qPCR, DAP-qPCR and vector construction.

Additional file 15. Review history.

## Data Availability

All sequenced data in this study are available from the Gene Expression Omnibus (GEO) database under the accession code GSE232430 [37]. SPL DAP-seq data are downloaded from Genome Sequence Archive under accession number PRJCA007017 [57]. Important scripts and genome-wide chromatin states information used in our study were publicly available on GitHub at https://github.com/WheatEpigenomics/WheatVernalization [42] under the MIT license and Zenodo (https://doi.org/10.5281/zenodo.12633435 [40]).

# Supplementary material for: Epigenomic identification of vernalization cis-regulatory elements in winter wheat
**Source:** Genome Biol. 2024 Jul 30;25:200. doi: 10.1186/s13059-024-03342-3
**Supplement:** Supplementary file 2 — Additional file 2: All supplementary figures included in this article. Figure S1. Repeatability between biological replicates and correlations between different histone modifications. Figure S2. Histone modifications and gene expressions of VRN genes. Figure S3. Characteristics of ACRs. Figure S4. The tissue specific expression patterns during vernalization. Figure S5. Epigenetic modifications and gene expression. Figure S6. Regulatory elements and verification of their activities. Figure S7. Response of transcription factor families during vernalization. Figure S8. TaSPL7/15 participated in wheat vernalization. Figure S9. Heading time and leaf counts of ZM7698 and spl7-aabbdd spl15-aabbdd hexa-mutant. Figure S10. Relative expression of VRN1 and VRN3 in leaf, axillary bud and shoot apex.

**Fig. S1**

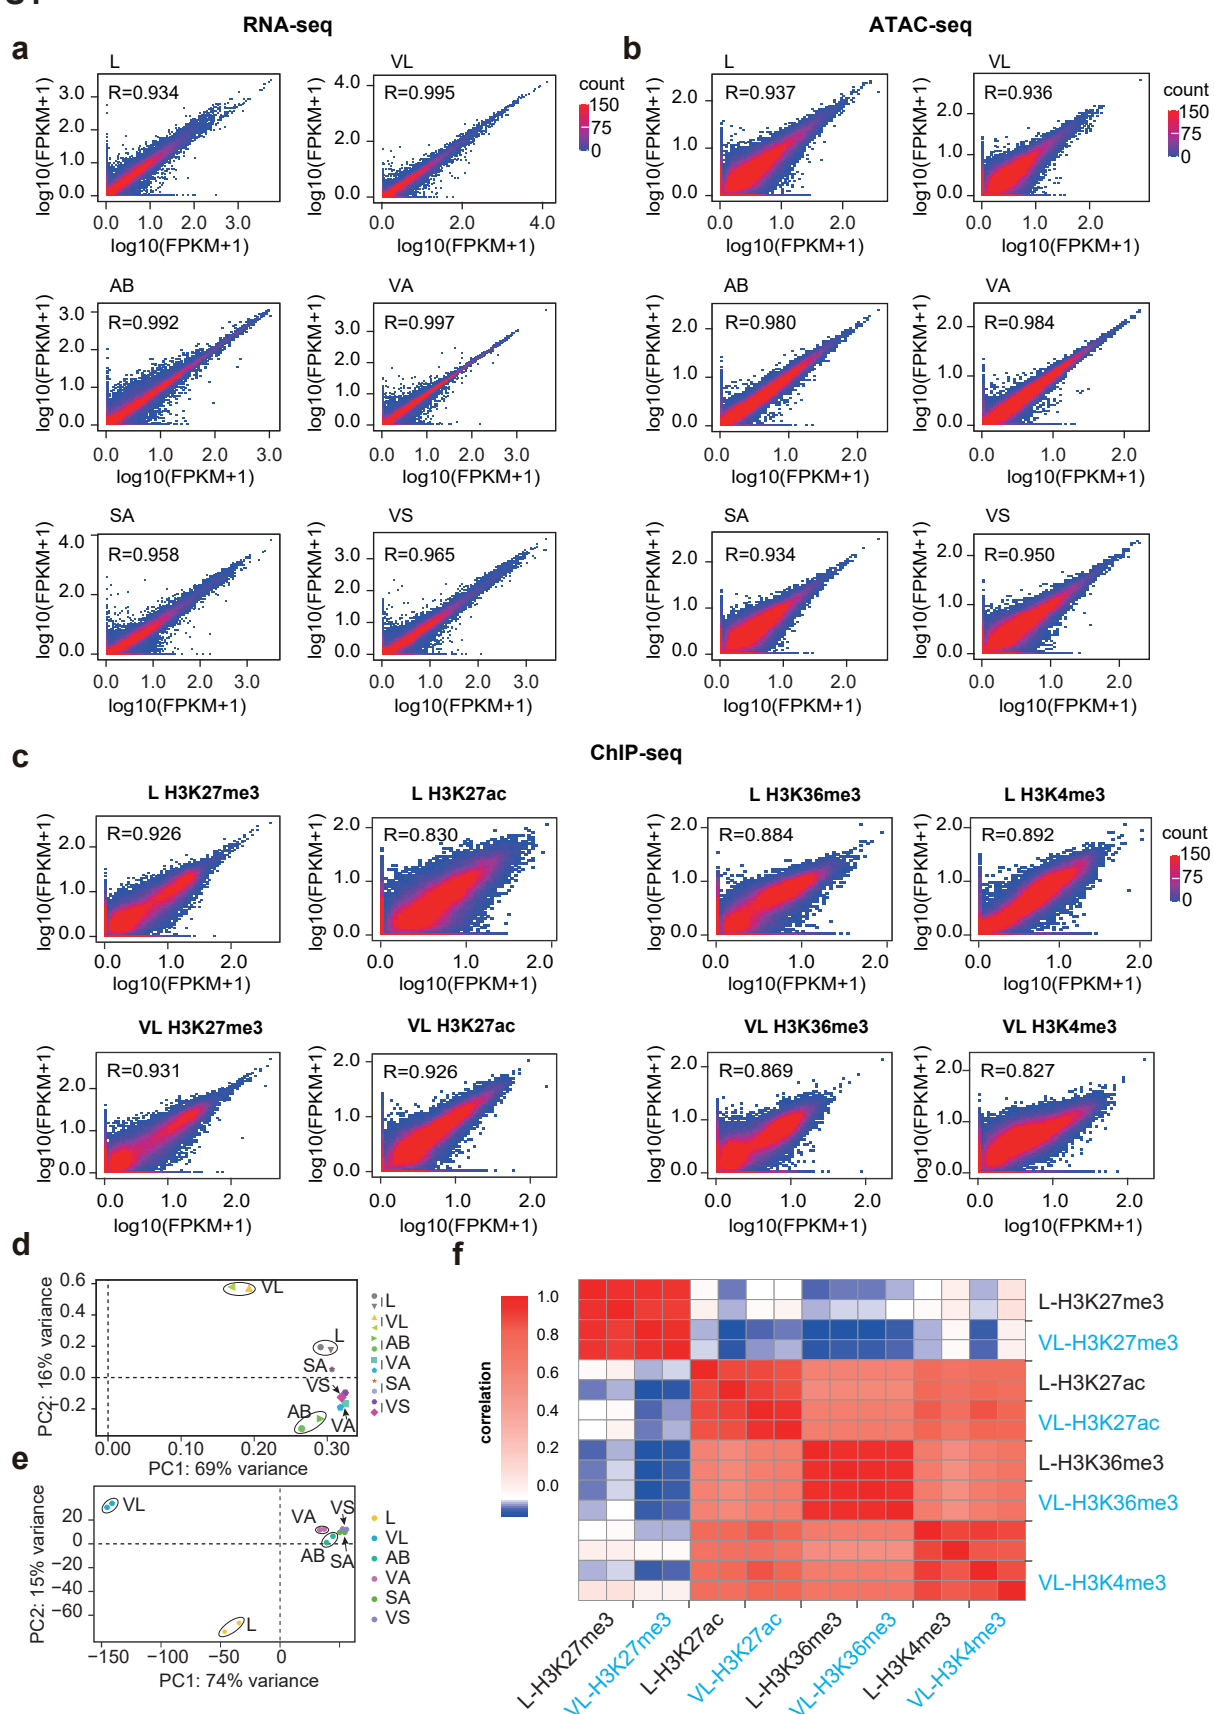

**Fig. S1. Repeatability between biological replicates and correlations between different histone modifications.**

**a-c.** Reproducibility between biological replicates. **d.** PCA of all samples (ATAC-seq based). **e.** PCA of all samples (RNA-seq based). L means leaf, VL means vernalized leaf, AB means axillary bud, VA means vernalized axillary bud, SA means shoot apex, and VS means vernalized shoot apex. **f.** Correlations between different histone modifications.

Fig. S2

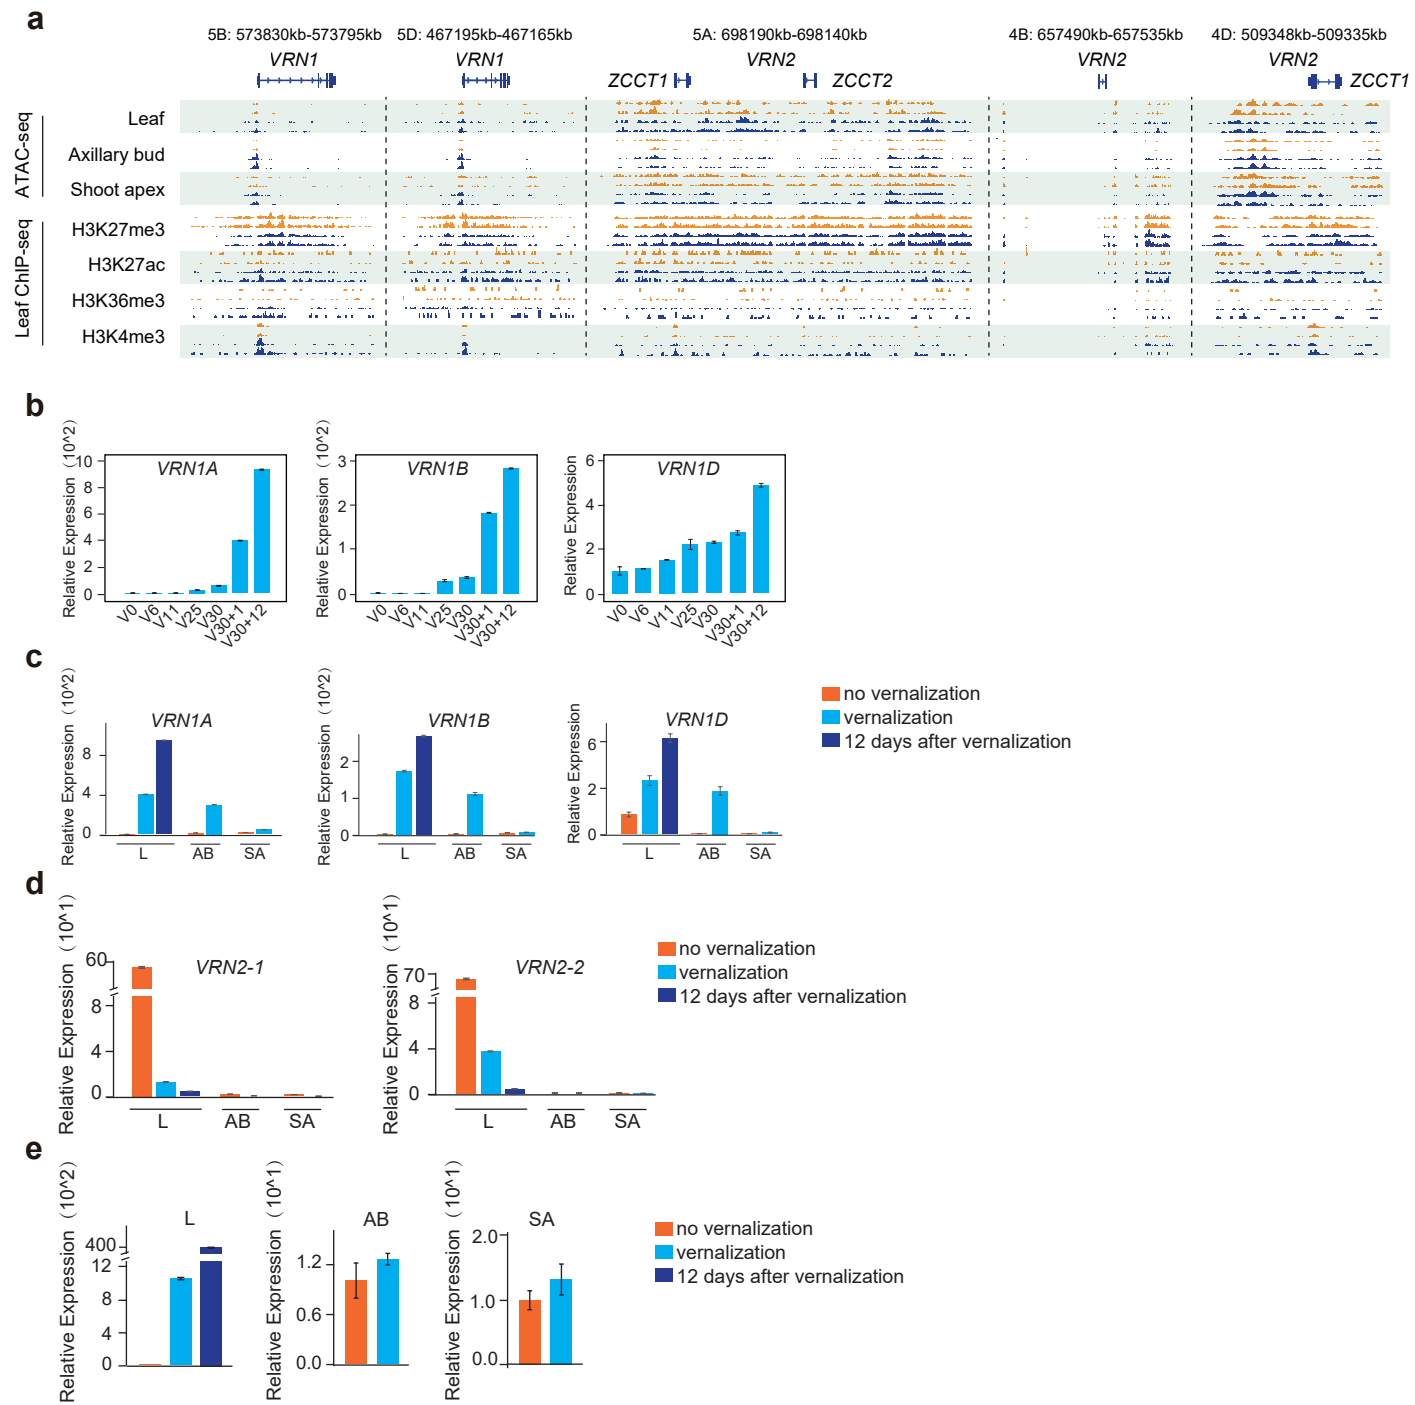

**Fig. S2. Histone modifications and gene expressions of *VRN* genes.**

**a.** Histone modifications of *VRN1* and *VRN2*. **b.** Expressions of *VRN1* in AK58 leaf at different stages. V0 means growing for 2 weeks in greenhouse after germination without vernalization, V30 means growing in greenhouse for 2 weeks after germination and vernalization for 30 days, and V30+1 means growing in greenhouse for 2 weeks after germination, then vernalization for 30 days and grown in green house for 1 day, and so on. **c-e.** Expressions of *VRN1* (**c**), *VRN2* (**d**), *VRN3* (**e**) genes in multiple tissues during vernalization. L means leaf, AB means axillary bud, and SA means shoot apex.

Fig. S3

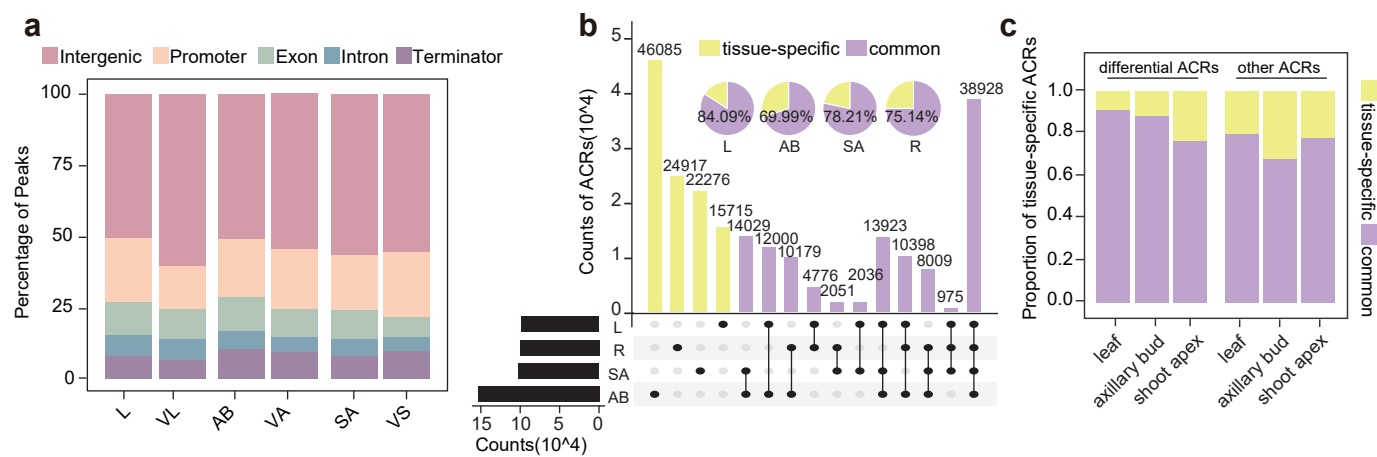

**Fig. S3. Characteristics of ACRs.**

**a.** The distribution of ACRs in different genomic regions. Promoter represent region from 2Kb upstream to 100bp downstream of Transcriptional Start Sites (TSSs). Terminator is regions from 100bp upstream to 2Kb downstream of Transcriptional End Sites (TESs). L means leaf, VL means vernalized leaf, AB means axillary bud, VA means vernalized axillary bud, SA means shoot apex, and VS means vernalized shoot apex. **b.** Distributions of ACRs identified across different tissues. **c.** Proportion of tissue-specific ACRs. ACRs subtracted the differential ACRs were labeled as other ACRs. "tissue-specific" represents ACRs that only exist in this organization. "common" represents ACRs that exist in at least two organizations. All analyzes were calculated based on ACRs of leaf, axillary bud and shoot apex.

**Fig. S4**

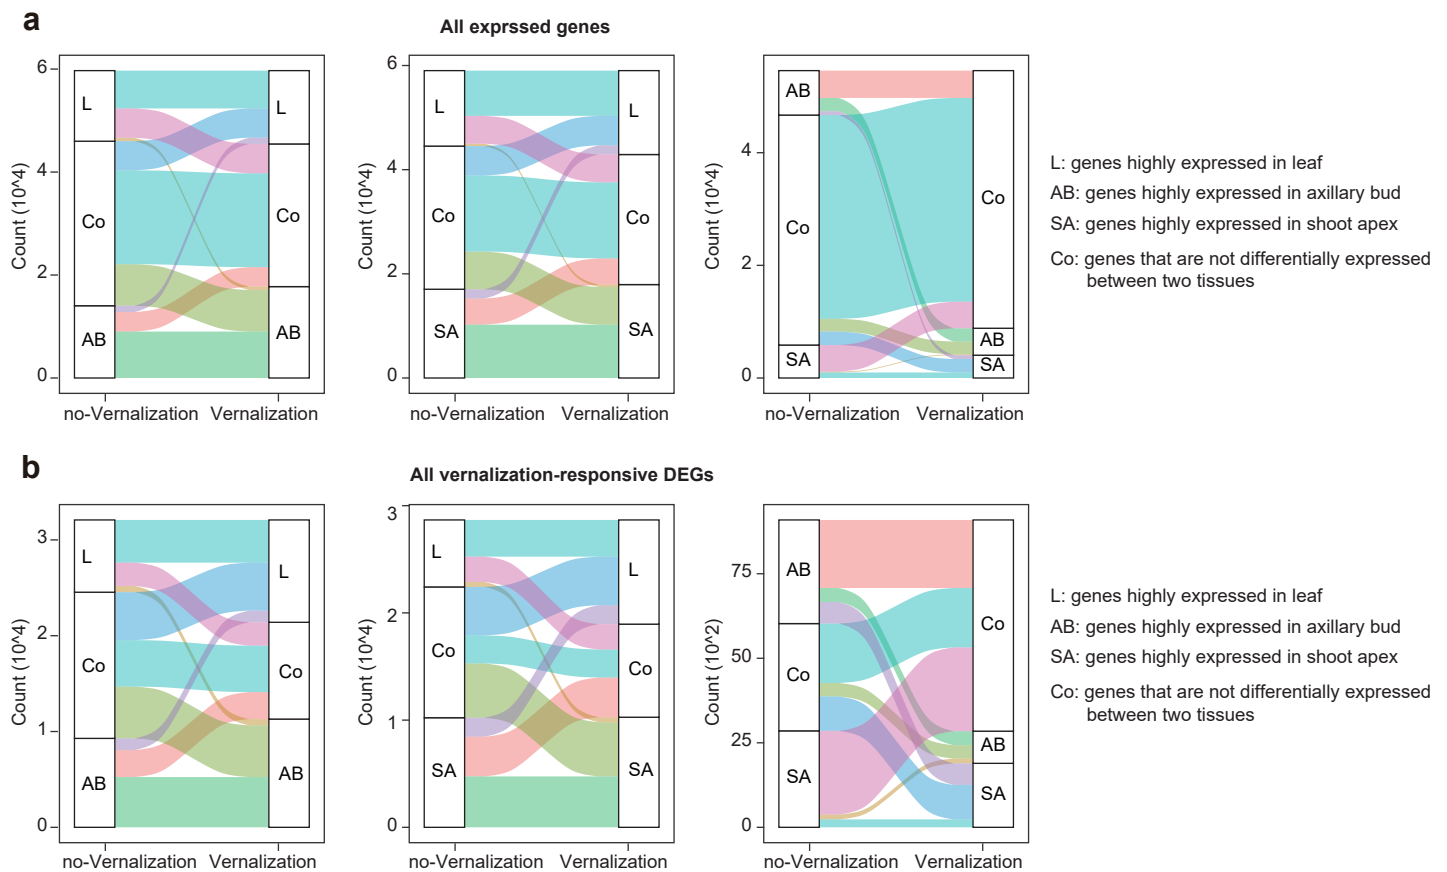

**Fig. S4. The tissue specific expression patterns during vernalization.**

**a.** The tissue specific expression patterns during vernalization of all expressed genes. Pairwise comparisons were performed for each two tissue pairs, and the conditions before and after vernalization have been identified. L means genes highly expressed in leaf. AB means genes highly expressed in axillary bud. SA means genes highly expressed in shoot apex. Co means genes that are not differentially expressed between the two tissues. Differentially expressed genes (DEGs) were identified using DESeq2 with Fold change  $> 2$  and  $p\text{-value} < 0.01$ . All expressed genes indicated genes whose TPM  $> 1$  in any tissue before or after vernalization. **b.** The gene expression pattern of vernalization-responsive DEGs. All these DEGs are part of the expressed genes in **a**.

**Fig. S5**

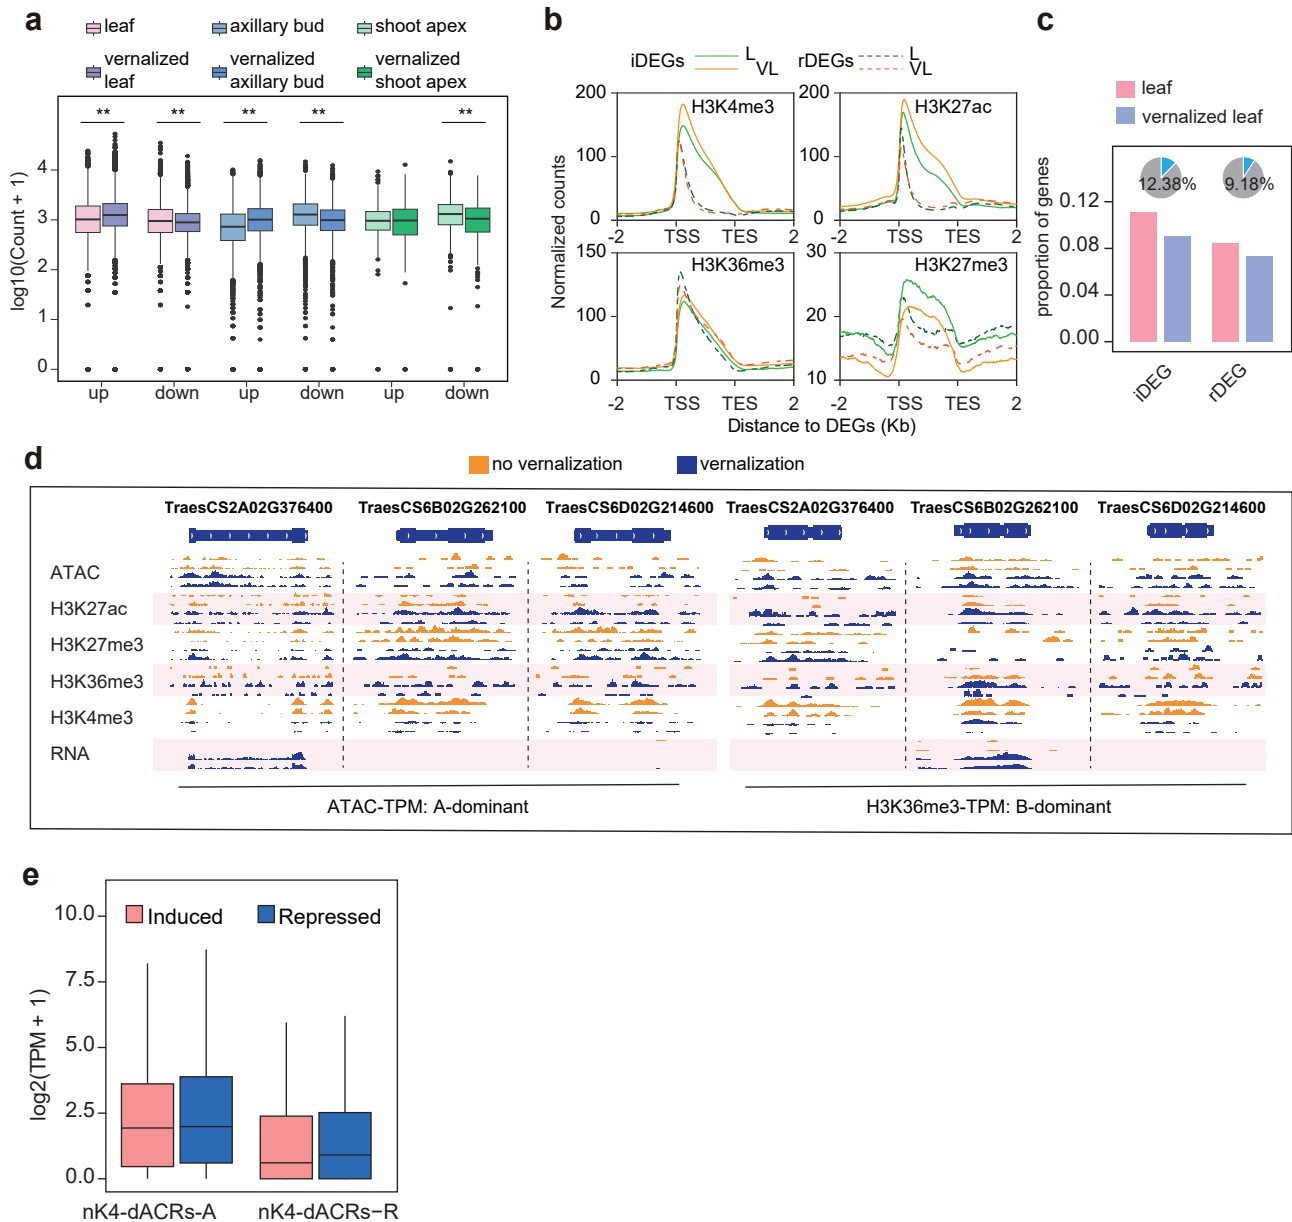

**Fig. S5. Epigenetic modifications and gene expression.**

**a.** Chromatin accessibility of differentially expressed genes in different tissues. Chromatin accessibility was characterized by the number of Tn5 insertion sites, which was normalized to the size of the ATAC-seq library. The ordinate count represents the number of insertion sites after normalization. up means up-regulated DEGs, and down means down-regulated DEGs. **b.** The histone modification levels of DEGs. iDEGs means all vernalization induced DEGs and rDEGs means vernalization repressed DEGs. **c.** The proportion of H3K27me3-modified genes among up-regulated and down-regulated genes. To determine whether the genes is modified by H3K27me3, the H3K27me3 ChIP-seq reads from 2kb upstream to 2kb downstream of genes were used to make a matrix and k-mean clustering were used to identify genes with higher read densities. iDEGs means up-regulated genes, and rDEGs means down-regulated genes during vernalization. **d.** Chromatin accessibility, histone modifications and gene expression of subgenome bias genes. A subgenome dominant response of ATAC-seq and TPM (left). B subgenome dominant response of H3K36me3 and TPM (right). **e.** Expression levels of distal nK4-ACRs associated genes with different chromatin states. nK4-dACRs, distal differential ACRs without H3K4me3. A and R represent the chromatin states defined in **Fig. 4b**. Induced, distal ACRs with increased chromatin accessibilities; Repressed, distal ACRs with repressed chromatin accessibilities.

**Fig. S6**

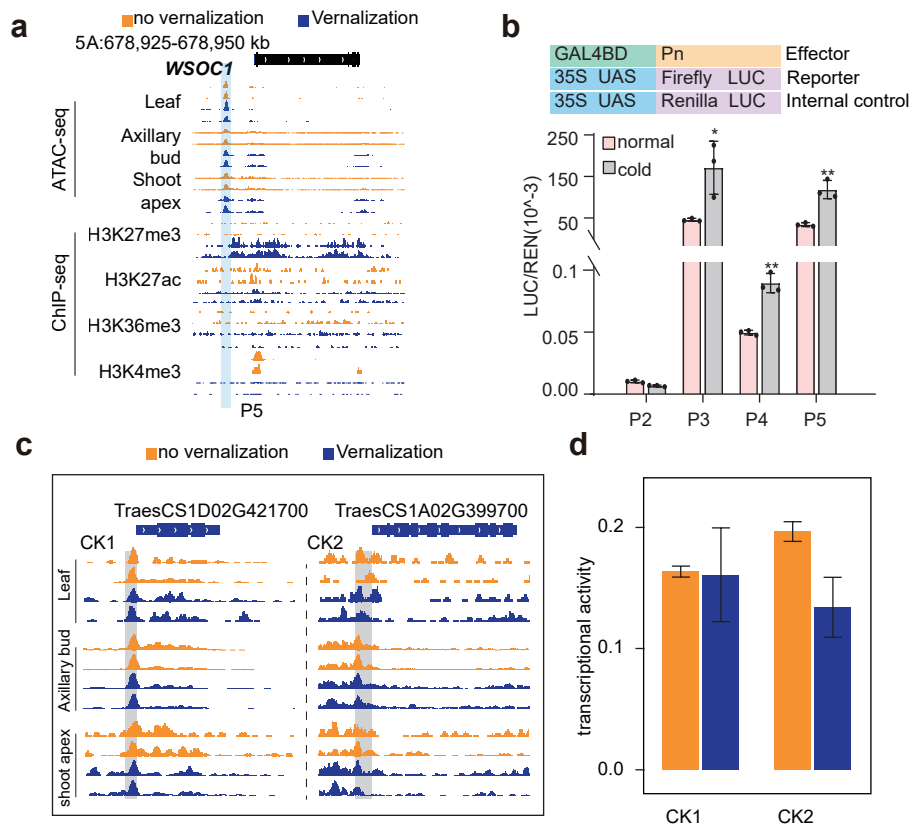

**Fig. S6. Regulatory elements and verification of their activities.**

**a.** Regulatory elements of *WSOC1*. **b.** Verification of transcriptional regulatory activities of these dACRs through luciferase (LUC) activity assays in tobacco leaves. **c.** IGV screenshots of two vernalization insensitive ACRs. CK1 and CK2 are accessible regions that do not respond to vernalization. **d.** Transcriptional regulatory activities of CK1 and CK2 through luciferase (LUC) activity assays in wheat protoplasts.

**Fig. S7**

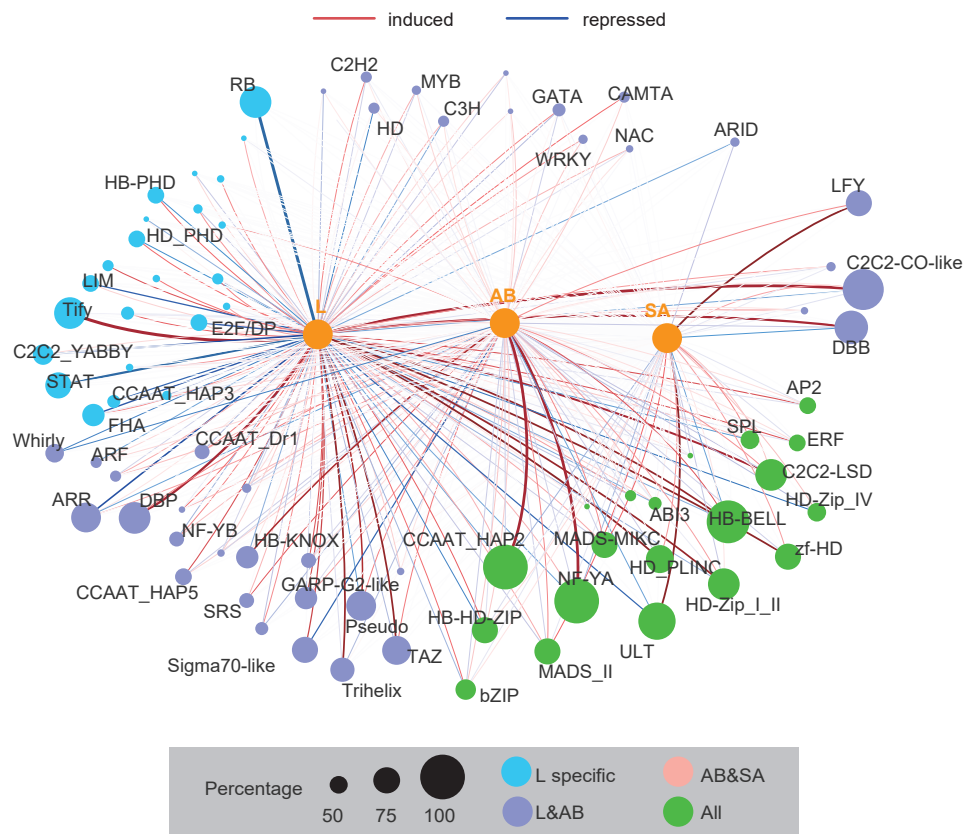

**Fig. S7. Response of transcription factor families during vernalization.**

Red lines indicate positively regulations while blue lines indicate negatively regulations. Darker colors and thicker connecting lines represent the number of interactions mediated by the transcription factor families. Percentage represents the ratio of the total number of differentially expressed genes to the entire TF family during vernalization. Points of different colors represent different categories, L specific, only responses in L, AB&SA, responses in AB and SA, L&AB, responses in L and SA, All, responses in L, AB and SA. L means leaf, AB means axillary bud, SA shoot apex.

**Fig. S8**

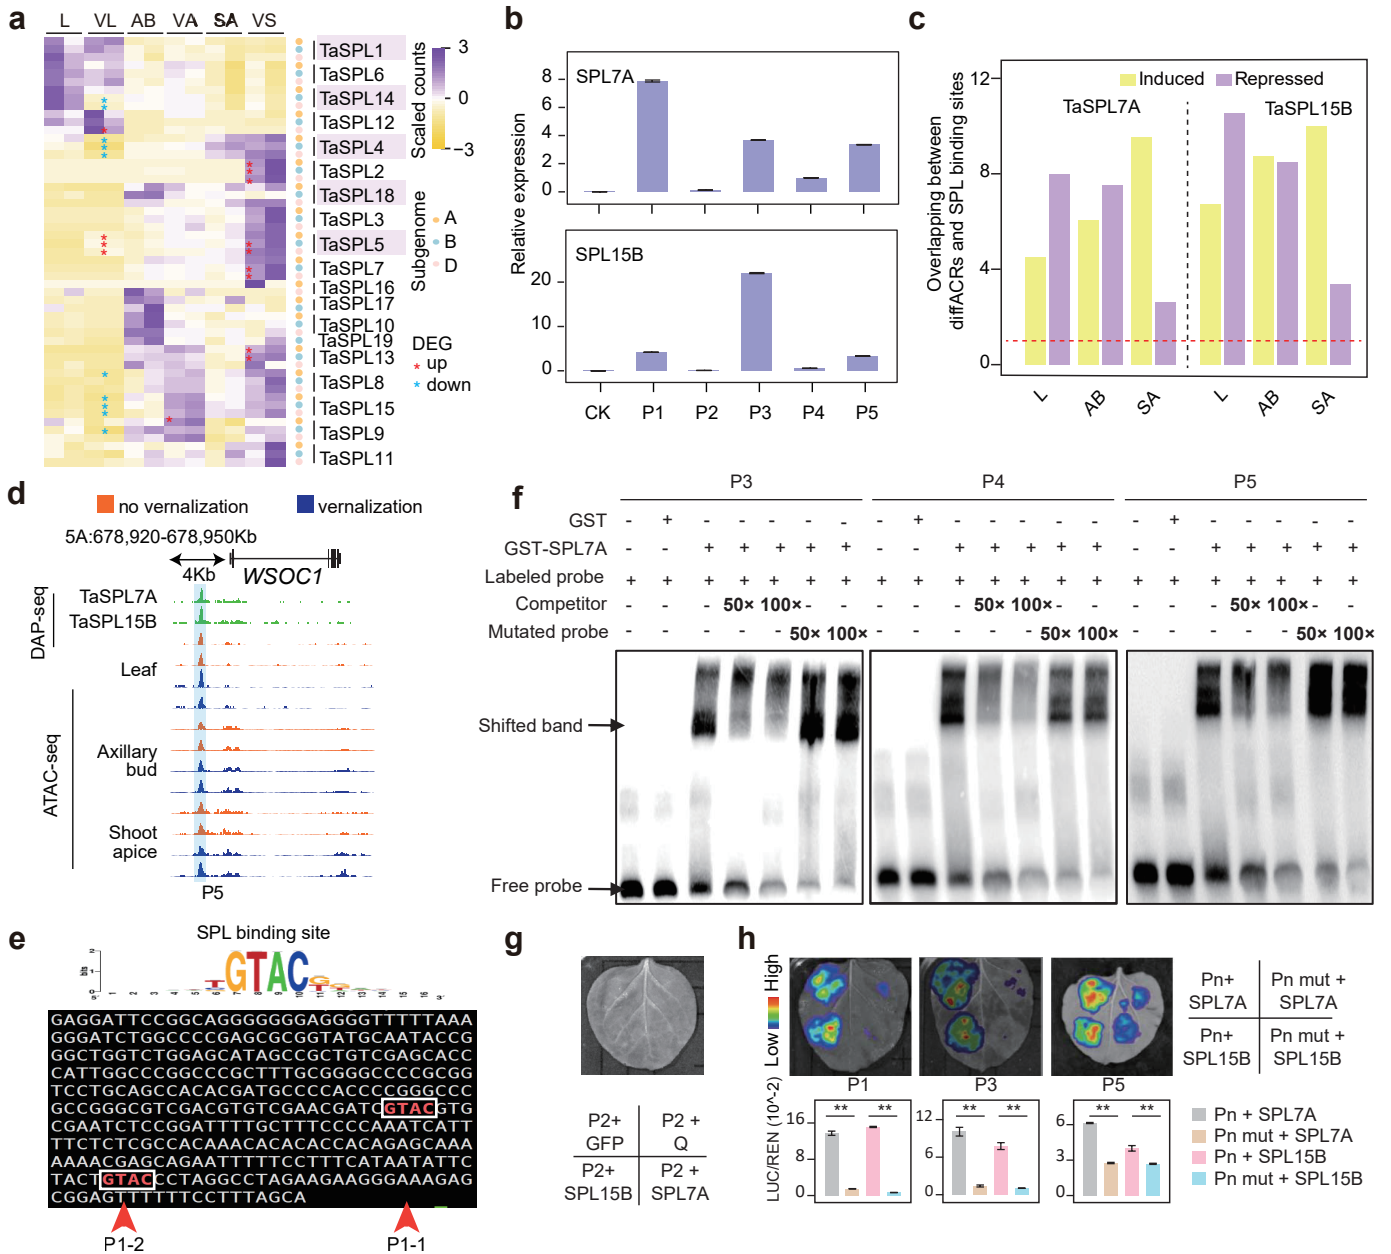

**Fig. S8. *TaSPL7/15* participated in wheat vernalization.**

**a.** TPM of SPL genes in different tissues. 

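Among the SPL genes plotted by tissue, the homoeologues of TaSPL2 rose most in shoot apex. TaSPL2B (TraesCS2B02G250900) rose there from 0.252 ± 0.0183 to 29.2 ± 5.15 TPM (SD, n = 2), a log2 fold change of 4.58 (standard error 0.23, adjusted p = 7.34e-07 from limma). TaSPL2A (TraesCS2A02G232400) rose from 0.220 ± 0.00276 to 18.2 ± 1.75 TPM, and TaSPL2D (TraesCS2D02G232800) from 0.0743 ± 0.0191 to 15.8 ± 0.852 TPM, each a log2 fold change of 3.97. All 3 were called in shoot apex under every alternative that tested them, and the responses of all 3 differed between axillary bud and shoot apex (-3.53, -3.96 and -3.35 for TaSPL2A, TaSPL2B and TaSPL2D, adjusted p-values of at most 8.40e-06). TaSPL13B (TraesCS7B02G144900) rose in shoot apex from 0.709 ± 0.00795 to 2.90 ± 0.481 TPM (1.19, adjusted p = 0.00167), and TaSPL13D (TraesCS7D02G245200) from 1.26 to 4.00 TPM (1.15, adjusted p = 0.0140). In leaf, TPM of the TaSPL2 homoeologues averaged 0.388 before and 0.0512 after vernalization.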

L, for leaf. VL, for vernalized leaf. AB, for axillary bud. VA, for vernalized axillary bud. SA, for shoot apex. VS, for vernalized shoot apex. **b.** Quantification of peaks using DAP-qPCR. P1-P4 were regions marked in **Fig. 6c**, and P5 was marked in **Fig. S8c**. **c.** Overlapping between *TaSPL7* and *TaSPL15* binding sites and differential ACRs. The red dot line indicated the rate of permuted random regions. **d.** A distal ACR 4kb upstream of *WSOC1*. **e.** Two different SPL binding sites within P1. **f.** EMSA of P3, P4 and P5. P3 and P4 stand for the fragments marked in **Fig. 6**. **g.** Validation of *TaSPL7/15* specific binding. P2 is the ACR marked in **Fig. 6c**, and P5 is the ACR marked in **Fig. S6a**. Pn mut represents the Pn fragment with GTAC mutated. **h.** Validation of *TaSPL7/15* specific binding. P1 and P3 are ACRs marked in **Fig. 6c**, and P5 is the ACR marked in **Fig. S6a**. Pn mut represents the Pn fragment with GTAC mutated.

**Fig. S9**

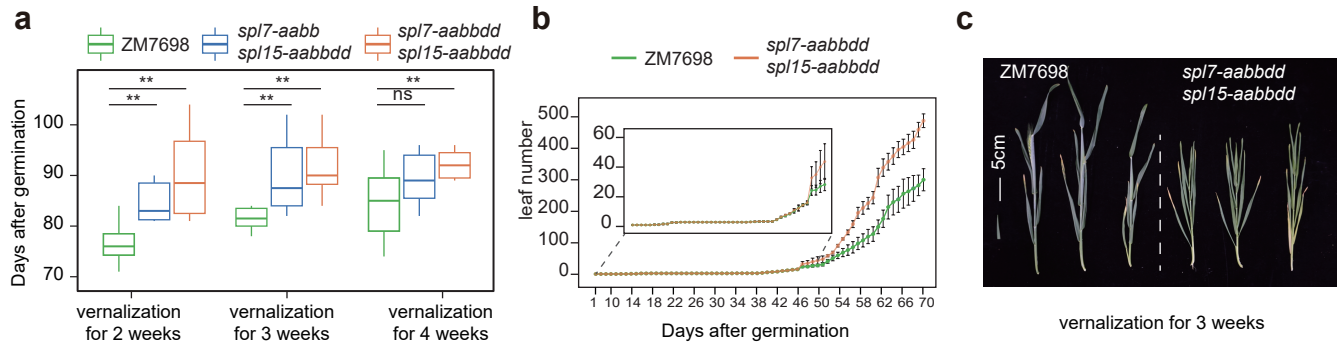

**Fig. S9. Heading time and leaf counts of ZM7698 and *spl7-aabbdd spl15-aabbdd* hexa-mutant.**

**a.** Heading times of ZM7698, *spl7-aabb spl15-aabbdd*, and *spl7-aabbdd spl15-aabbdd* mutants. All plants were treated with 2, 3, and 4 weeks of vernalization (4°C, 16 h light/8 h dark) after growing in the greenhouse (day for 16h at 22°C, night for 8h at 19°C) for 2 weeks. After vernalization, the plants continued to grow in the greenhouse (day for 16h at 22°C, night for 8h at 19°C), and the heading time of the earliest tiller of each plant was documented. **b.** Leaf counts of ZM7698 and *spl7-aabbdd spl15-aabbdd* hexa-mutant from germination to heading. All plants were treated with 3 weeks of vernalization (4°C, 16 h light/8 h dark) after growing in the greenhouse (day for 16h at 22°C, night for 8h at 19°C) for 2 weeks. After vernalization, all plants continued to grow in the greenhouse (day for 16h at 22°C, night for 8h at 19°C). The total leaf counts of all branches were recorded every two days until the heading of ZM7698. **c.** Phenotypes of single tillers. The plants were grown under the same conditions as described in b. The photos were taken when ZM7698 was about to head (70 days after germination).

**Fig. S10**

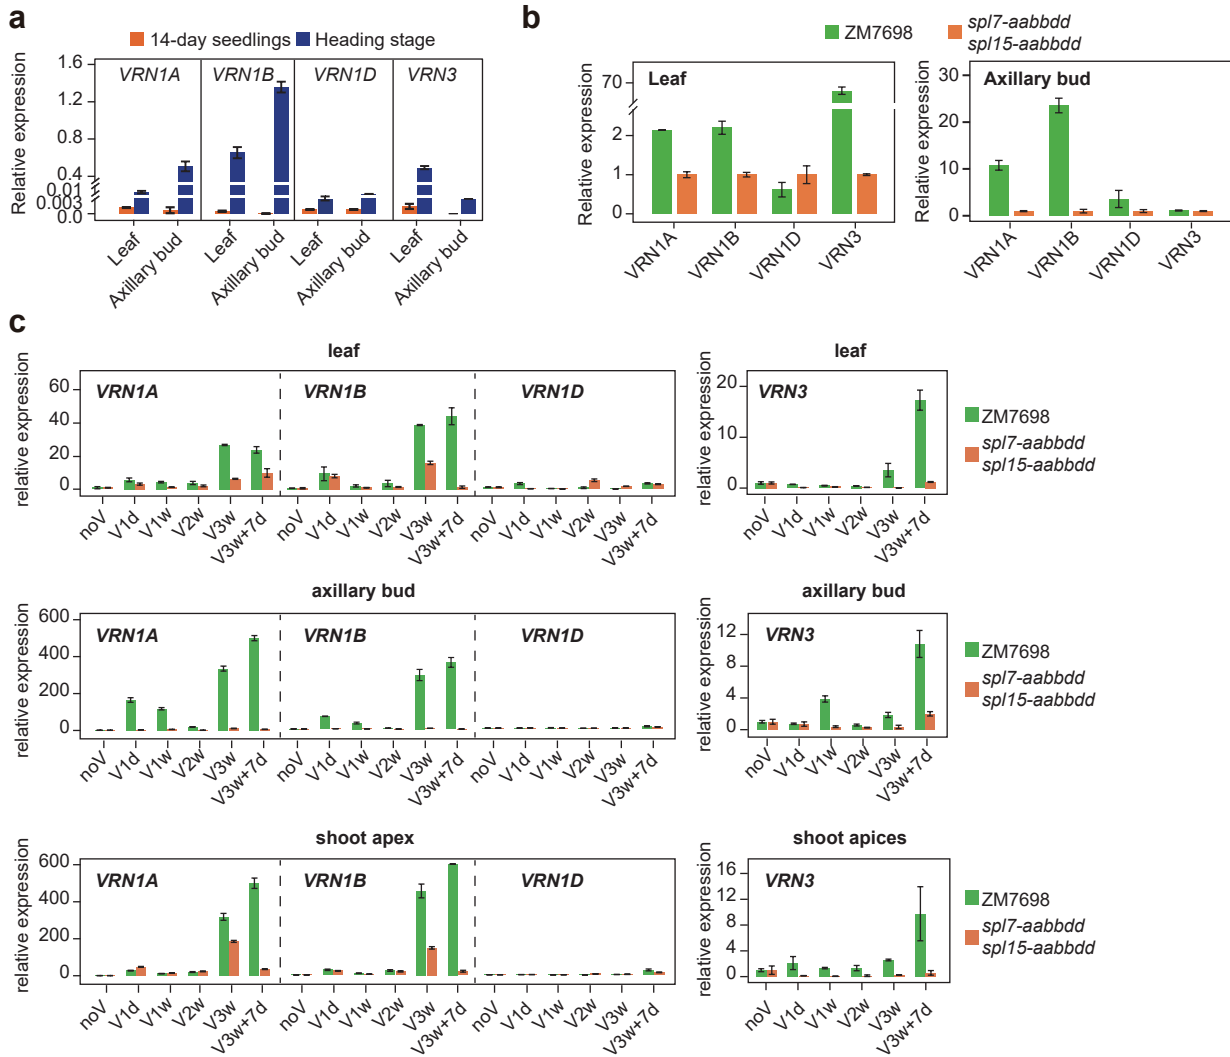

**Fig. S10. Relative expression of *VRN1* and *VRN3* in leaf, axillary bud and shoot apices.**

**a-b.** Relative expression of *VRN1* and *VRN3* in leaf and axillary bud. **a.** Expression of *VRN1* and *VRN3* were increased during development without vernalization. **b.** Up-regulation of *VRN1* and *VRN3* were repressed in *spl7-aabbdd* *spl15-aabbdd* hexa-mutant in un-vernalization conditions. Leaves and axillary buds from ZM7698 and *spl7-aabbdd* *spl15-aabbdd* hexa-mutant were collected from 14-day old seedlings or plants 1 day after heading (no vernalization). **c.** Vernalization response of *VRN1* and *VRN3*. noV means plants growing in greenhouse (day for 16h at 22°C, night for 8h at 19°C) for 2 weeks. V1d means plants growing in greenhouse (day for 16h at 22°C, night for 8h at 19°C) for 2 weeks and vernalization (4°C, 16 h light/8 h dark) for 1 day. V1w means plants growing in greenhouse (day for 16h at 22°C, night for 8h at 19°C) for 2 weeks and vernalization (4°C, 16 h light/8 h dark) for 1 week, same for V2w and V3w. V3W+7d means plants growing in greenhouse (day for 16h at 22°C, night for 8h at 19°C) for 2 weeks, then vernalization (4°C, 16 h light/8 h dark) for 3 weeks and growing in greenhouse (day for 16h at 22°C, night for 8h at 19°C) for 7 days after vernalization (4°C, 16 h light/8 h dark).

How the deposited data were processed for this re-analysis (not part of the article)

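RNA-seq was analysed for leaf, axillary bud and shoot apex of winter wheat before and after vernalization, with 2 libraries in each of 6 groups. The authors trimmed the reads with fastp, aligned them with hisat2 to IWGSC RefSeq v1.0, sorted the alignments with SAMtools and calculated TPM with TPMCalculator, and the TPM values of each library, as deposited by the authors, were the starting point here. The values had the same 107891 gene identifiers in every library, no filter on low values was apparent, and no 2 libraries were identical (0 pairs). The 1997 genes that could be read from Table S4 of the paper had the same TPM as the deposited values in all 12 libraries (largest difference 0), which was the check of the sample labels. TPM keep neither the reads per gene nor the depth, so no counting interval or detection limit could be given, and a value of 0 is reported as listed at 0. The depth quoted is the number of trimmed reads in Table S1. The chromatin accessibility, histone modification, DAP-seq and RT-qPCR data were not analysed here. Gene ontology terms were not analysed here, and genes without an identifier in the paper, such as the VRN genes, were not used here because no table of names or positions for these identifiers was at hand (0 entries of the reference matched them).

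The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. Genes with a mean above 1 TPM in at least 1 group were tested. A linear model with 1 coefficient per group was fitted by limma to log2(TPM + 1) of the 12 libraries, without a term for the replicate number, and variances were moderated with a trend on mean expression. The contrasts were vernalized against non-vernalized within each tissue, the difference of these responses between tissues, and differences between tissues before and after vernalization. All tests were two-sided. Calls used an unadjusted p-value under 0.01 with a fold change above 2, and Benjamini-Hochberg adjusted p-values under 0.05 with the same fold change were counted beside them. The difference of responses between tissues was called at an adjusted p-value under 0.05 and a difference above 1 on the log2 scale. Groups of 2 libraries are too small for an exact permutation test at these thresholds and for a test of a single deviating library.

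The model was tested on simulated data. With 200 genes changed by 2 on the log2 scale in each tissue, the calls recovered 100% of them in leaf, 99.5% in axillary bud and 98% in shoot apex. The number of calls without an effect of vernalization was taken as the median of 5 simulations. The limma test of differences between homoeologues was tested on 1000 simulated triads. All 200 triads with a planted unequal response were recovered, and 17 of the others were called unequal. The nearest-class rule was not part of this simulation.

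The alternatives, each changing a single choice, were a pseudocount of 0.1, no filter on low values (85488 genes tested), a mean above 5 TPM in at least 1 group (39431 genes), a fit of the 4 libraries of each tissue alone, median-of-ratios scaling of the libraries (59825 genes), a block for the replicate number, moderation without a trend, the adjusted p-value, other definitions of an expressed triad, and leaving out each library in turn, for values without a test. They were set before the data were examined, as were the tests behind the main results. A block for the replicate number within each tissue and the tests of explanations were added after seeing the data. The median-of-ratios factors were computed from the 21695 genes above 1 TPM in every library and lay between 0.530 and 1.75.

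Genes named in the text follow a rule set before the data were examined: every gene that the paper names with an identifier, and the 2 induced and 2 repressed genes with the largest change among those called with both vernalized libraries beyond both others. The latter are given for leaf, and those of axillary bud and shoot apex are not reported here. The SPL genes are those of Table S12. Triads were read from the part of Table S9 that was at hand.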

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

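The 3 tests of library composition given here were chosen after the results were seen. Genes responded differently to vernalization in different tissues, as tested by the interaction of tissue and vernalization at an adjusted p-value under 0.05 and a difference above 1 on the log2 scale. The responses differed in 40559 genes between leaf and axillary bud, in 34661 between leaf and shoot apex and in 9890 between axillary bud and shoot apex.

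A technical explanation is that a shift in library composition moved most TPM values of a tissue together, which would make responses differ for a large part of all genes. Median-of-ratios scaling removes such a common shift, and it moved the median log2 fold change in leaf close to 0. After scaling, 24088 genes still responded differently between leaf and axillary bud, 25333 between leaf and shoot apex and 8125 between axillary bud and shoot apex. These counts argue against composition as the whole cause in each of the 3 pairs, although it may account for part of each count, since scaling lowered all 3 from 40559, 34661 and 9890. Table S1 gives a mean of 36896420 trimmed reads in leaf, 49960391 in axillary bud and 41541747 in shoot apex, but whether depth affected the interactions was not tested. A response that differs between the tissues is the biological explanation that the design names, and the interaction tests for it on both scales. What in the tissues makes the responses differ was not tested, and the vernalized plants were also older, so the responses are to cold and age together.

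Among the 46 SPL genes tested, 26 responded differently between leaf and axillary bud, 28 between leaf and shoot apex and 5 between axillary bud and shoot apex. After median-of-ratios scaling the numbers were 4, 17 and 7, of which 4, 16 and 5 were also among those found on the deposited scale. The differences between leaf and axillary bud in this family therefore depend on the scale for most genes. The 16 genes found on both scales between leaf and shoot apex and the 5 between axillary bud and shoot apex do not. For these genes a response that differs between tissues, or with age in each tissue, remains open.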

How the results depend on the processing

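The alternatives are those named in the summary of the processing. Of the main values under alternatives with both libraries of each group, or with 1 left out, 161 stayed within the limits described here, which are 1.5 times for a count and the spread between replicates for a correlation, while 23 moved beyond them and 3 changed sign. The count of genes induced or repressed in leaf left these limits with scaling alone, and the leaf response exceeded those of axillary bud and shoot apex in number of calls under every alternative.

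With median-of-ratios scaling, leaf had 13823 induced and 10162 repressed genes, axillary bud 3725 and 3176, and 24088 genes responded differently between leaf and axillary bud. The moves between tissues, summed over the 6 directions, numbered 3755, and the SPL calls 14. The share of induced genes among the calls changed from 21.0% to 57.6% in leaf, from 77.1% to 54.0% in axillary bud and from 31.4% to 35.7% in shoot apex. By construction this scaling brings the medians of the libraries together, so it cannot itself show which scale is right.

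With a pseudocount of 0.1, repressed genes in shoot apex numbered 2597, changes above 2-fold 17747 in axillary bud and 5997 in shoot apex, co-induced genes of leaf and axillary bud 2651, moves between tissues 9671, unbalanced triads 390 and SPL calls 51. The correlation of the responses of leaf and axillary bud was 0.215. A smaller pseudocount by construction enlarges the log2 fold changes of genes with low TPM.

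A fit on the 4 libraries of each tissue alone, which leaves fewer residual degrees of freedom, gave 426 induced and 913 repressed genes in shoot apex, and 0 of either after adjustment. Requiring 1 TPM of every homoeologue left 105 unbalanced triads, of 1212 expressed. Without the filter on low values, the correlation of responses was 0.118 between leaf and axillary bud, and between leaf and shoot apex it changed sign to 0.00199, by adding genes of low TPM.

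Leaving out each library in turn gave correlations between leaf and axillary bud from 0.108 without axillary bud replicate 1 to 0.209 without axillary bud replicate 2. Between leaf and shoot apex they ranged from -0.192 without shoot apex replicate 1 to 0.151 without shoot apex replicate 2, and were 0.0928 without vernalized shoot apex replicate 1. The sign of this correlation is therefore not determined, and the cause was not tested. Changes above 2-fold in shoot apex ranged from 2424 to 3151 genes when each library was left out.

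Among the counts per pair of tissues and the TaSPL7 and TaSPL15 genes, 11 values moved, 8 became weaker and 5 stronger under an alternative, and 225 did not change by these measures.

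Replicates of different groups share a number, but whether they were sampled together is not stated. Across tested genes, r between the replicate deviations of shoot apex and vernalized shoot apex was 0.742, against -0.0745 in leaf and 0.00519 in axillary bud, and 5 of the 15 pairs of groups were above 0.1. With a replicate block, induced and repressed genes numbered 7435 and 27903 in leaf, 6928 and 2049 in axillary bud and 674 and 1489 in shoot apex, and 10607 genes responded differently between axillary bud and shoot apex. A replicate block within each tissue, chosen after seeing the data, gave 671 and 1487 genes in shoot apex and 11696 different responses. Neither block changed a count by more than 1.5 times.

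The reads behind each TPM are unknown, so the depth limits genes of low TPM, such as TaSPL15 in leaf, whose values of 0 in both vernalized libraries rest on an unknown number of reads.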

Differences from the paper's values

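The paper reports 17157 induced and 12875 repressed DEGs in leaf, against 7421 and 27842 here. Of the alternatives set before the data were examined, median-of-ratios scaling brought both within 1.5 times, at 13823 and 10162, and the others did not. The same scaling opened gaps elsewhere, with 3725 induced genes in axillary bud against the paper's 5601 and 756 in shoot apex against the paper's 492, where 6888 and 675 without scaling were within 1.5 times. A pseudocount of 0.1 opened gaps in the same counts, with 10300 and 991. The paper's 3983 repressed DEGs in axillary bud compare with 2051 here, and with 3176 after the same scaling alone. The paper's 678 repressed DEGs in shoot apex compare with 1473 here, and with 913 in a fit of the shoot apex libraries alone, while the others did not close the gap.

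For leaf and axillary bud, the paper reports 2241 co-induced DEGs against 1470 here. A pseudocount of 0.1 (2651) and the adjusted p-value (1522) came within 1.5 times and the others did not. The paper's share of co-induced DEGs, 13.06% of the leaf calls, compares with 19.8% here, and with 19.0% without the filter on low values, 17.5% in a fit of each tissue alone and 9.57% after median-of-ratios scaling. The other alternatives did not close the gap. The paper's share of co-repressed DEGs is 9.55% against 3.20% here, and median-of-ratios scaling alone closed the gap, at 8.92%. The number of co-repressed DEGs, 892 against the paper's 1230, was within 1.5 times except in a fit of each tissue alone (811).

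The paper reports balanced responses in 55% and unbalanced responses in 16%, among the expressed genes. Its percentages do not settle whether they are shares of the expressed triads or of all triads, so both are compared, for the triads read here, which are part of those the paper classified. As a share of expressed triads, balanced responses made up 89.4% here, and the gap was closed with a pseudocount of 0.1 (76.9%) alone. Unbalanced responses made up 10.6%, and the gap was closed with a pseudocount of 0.1 (23.1%), median-of-ratios scaling (11.2%), expression required in leaf or vernalized leaf (11.8%) and each library left out in turn (10.7% to 11.7%), but not when 1 TPM was required of every homoeologue (8.66%). As a share of all triads read, unbalanced responses made up 8.96%, and of the alternatives only a pseudocount of 0.1 (19.5%) closed the gap, while balanced responses (75.6%) were within 1.5 times under every alternative. The gaps named as closed are closed only against the paper's percentages over its whole set of triads. Among the triads read, the paper's own classes in Table S9 put 44.9% as balanced and 30.8% as unbalanced. Against these, the unbalanced share of all triads read was beyond 1.5 times under every alternative, including a pseudocount of 0.1, and the balanced share came within 1.5 times with a pseudocount of 0.1 (65.0%), expression required in leaf or vernalized leaf (67.1%) and 1 TPM required of every homoeologue (55.4%) only.

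The correlation between replicates in Fig. S1a, read by eye, is about 0.93 in leaf, about 1.0 in vernalized leaf, about 0.96 in shoot apex and about 0.97 in vernalized shoot apex. The values here are 0.982, 0.986, 0.976 and 0.983. The figure is drawn on log10 of FPKM + 1 and the values here on log10 of TPM + 1, and none of the alternatives closed the gap.

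Table S5 of the paper is titled as a proportion among genes with altered tissue expression patterns, and its note describes genes highly expressed in one tissue before and in another after vernalization. It does not define its columns in full. Its totals are compared here with the genes higher in the first tissue before vernalization, and its shift DEGs with the genes higher in the second tissue afterwards that were DEGs in either tissue. The gaps hold under this reading only, and if the totals count genes that moved, the percentages have another denominator. The paper's 7541 from leaf to axillary bud compare with 15490 here and 9221 after median-of-ratios scaling, which alone closed the gap. The paper's 6248 from leaf to shoot apex compare with 17783, and no alternative closed the gap. The paper's 3065 from axillary bud to shoot apex compare with 4829, and the gap was closed without the filter on low values (4351), with the stricter filter (4415) and with median-of-ratios scaling (3902). The paper's 2853 from shoot apex to axillary bud compare with 5264, and with 4057 under the stricter filter alone. From shoot apex to leaf, 11643 genes here were within 1.5 times of the paper's 10223, but 16401 after median-of-ratios scaling were not.

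For the shift DEGs of Table S5, read in the same way, the paper's numbers are 652 from leaf to axillary bud, 462 from leaf to shoot apex, 638 from axillary bud to shoot apex and 142 from shoot apex to axillary bud, against 2541, 1420, 41 and 731 here, and no alternative closed these gaps. The paper's 1221 from axillary bud to leaf and 1771 from shoot apex to leaf compare with 507 and 760, and median-of-ratios scaling alone closed both, at 1120 and 1473. As percentages, the paper gives 8.646% from leaf to axillary bud, 13.15% from axillary bud to leaf, 17.32% from shoot apex to leaf, 20.82% from axillary bud to shoot apex and 4.977% from shoot apex to axillary bud. The values here are 16.4%, 5.25%, 6.53%, 0.849% and 13.9%, and no alternative closed the gap for any of them. From leaf to shoot apex, 7.99% here was within 1.5 times of the paper's 7.394%, but not with a pseudocount of 0.1 (11.5%) or after scaling (2.49%). Under this reading, the paper has the larger share between axillary bud and shoot apex moving to shoot apex, while the larger share here moved to axillary bud, also after scaling (7.54% against 2.05%).

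The paper states that TaSPL8, TaSPL15 and TaSPL9 were repressed in axillary bud, while their log2 fold changes there were 0.69 to 0.89, 0.78 to 0.98 and 0.33 to 0.96, and above 0 under every alternative that tested them. The stricter filter left TaSPL8 and TaSPL15 untested. Repression was called in leaf for TaSPL8A and the 3 homoeologues of TaSPL9, but for none of them after median-of-ratios scaling. With a pseudocount of 0.1, 2 homoeologues of TaSPL8, 3 of TaSPL9 and 3 of TaSPL15 were called repressed in leaf. The paper states that TaSPL4 was repressed in leaf. TaSPL4A and TaSPL4D were listed at 0 in both vernalized leaf libraries (adjusted p = 0.000128 and 0.00270 from limma). Their leaf means were under 1 TPM, from which a 2-fold fall is impossible on the log2(TPM + 1) scale. The missing call there is therefore no evidence against the paper, and a pseudocount of 0.1 called both. The paper states that TaSPL3, TaSPL5, TaSPL7, TaSPL8, TaSPL15 and TaSPL11 were induced in axillary bud and shoot apex. In axillary bud TaSPL5A was called, although not after median-of-ratios scaling. With a pseudocount of 0.1, 2 homoeologues of TaSPL5, 2 of TaSPL3, 1 of TaSPL8 and 3 of TaSPL15 were called there. TaSPL7 and TaSPL11 were called in axillary bud under no alternative. In shoot apex TaSPL8, TaSPL15 and TaSPL11 were called under no alternative. The legend of Fig. 6b states that TaSPL15 increased in shoot apex, where its log2 fold changes here were 0.20 to 0.28. The mean TPM of its homoeologues there was 0.714 before and 1.02 after vernalization. Read by eye, the figure gives about 0.7 and 0.9, which is within 1.5 times, so the TPM themselves do not differ by this measure.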

Other observations

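The tests of explanations in this part, including that on chance calls in shoot apex, were chosen after the results were seen.

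More genes were called repressed than induced in leaf on the deposited TPM scale. The 1000 most abundant genes held 42.3% ± 3.89 of TPM in leaf and 68.8% ± 3.91 in vernalized leaf (SD, n = 2), a difference of 26.4 percentage points, with both vernalized libraries above both others. When a few genes take more of the total, TPM of the other genes fall, so this change in composition may account for part of the excess of repressed genes. Whether the abundant genes rose as a response of the leaf to cold, with age or through the preparation of the libraries was not tested.

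Fewer genes were called in shoot apex than in the other tissues. A larger spread between its replicates is not the whole cause, since the number of genes with a mean change above 2-fold, which uses no test, was 2265 in shoot apex and 9397 in axillary bud. The 4 shoot apex libraries had a mean of 41541747 trimmed reads, above the 36896420 of leaf, which argues against fewer reads as the cause of the difference from leaf. Axillary bud had more reads than shoot apex, 49960391. Fewer reads would widen the spread of TPM between libraries and so raise the number of genes past 2-fold without a test, which was lower in shoot apex than in axillary bud, so the values argue against depth as the whole cause there too. Chance calls do not account for all of the genes called in shoot apex in the fit of the 6 groups. Simulations without an effect of vernalization gave a median of 528 calls against the 2148 observed, although this is 24.6% of them. At the adjusted threshold the simulations gave 139 against 1883. These calls use a spread shared by all tissues, and a fit of the shoot apex libraries alone called 0 genes after adjustment. A smaller response of shoot apex to the same treatment, which is the biological explanation, remains open and may reflect tissue, age or both.

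Replicates 1 and 2 of shoot apex differed by a median of 0.40 on the log2 scale, more than the median change of 0.15 with vernalization. A candidate explanation is that the dissected samples held different shares of leaf tissue. Across genes, r between the replicate difference and the difference between leaf and axillary bud was 0.153, and the summed TPM of 100 genes much higher in leaf were 953 and 740 in the shoot apex libraries and 825 and 628 in the vernalized ones, against 223389 and 133432 in leaf. The test argues against leaf tissue as the source of the difference. Much of the difference was a shift common to genes, with a signed median of 0.34 before and 0.29 after vernalization and replicate 1 higher. The 1000 most abundant genes held 48.5% of TPM in replicate 1 and 58.4% in replicate 2 of shoot apex, and 52.0% and 60.8% in the vernalized libraries. What caused the shift was not tested. The change with vernalization is taken between group means, where a shift shared by both groups cancels, so the 2 medians are not measures of the same kind.

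With vernalization, axillary bud became more like shoot apex. The mean r between axillary bud and shoot apex libraries was 0.911 before the cold, and between vernalized axillary bud and non-vernalized shoot apex 0.946. Across genes, the change in axillary bud correlated with the difference between shoot apex and axillary bud at r = 0.687 when both used the same axillary bud libraries, which by itself can create a correlation. With separate axillary bud libraries on each side, r was 0.569 and 0.643, which argues against the shared libraries as its whole source. The same comparison towards leaf gave -0.0247 and 0.126, and that of shoot apex towards axillary bud 0.152 and 0.323. Development of the bud in the cold or with age may underlie this, and neither was tested apart from the other.

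The A, B and D sub-genomes had 58.8%, 58.0% and 58.7% of their tested genes called in leaf, a range of 0.738 percentage points. The responding genes were therefore not concentrated in 1 sub-genome in leaf.

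The paper names some genes by identifier beside chromatin data that were not analysed here. TraesCS3D02G401300 (Fig. 5f) fell in leaf from 86.1 ± 16.8 to 2.87 ± 0.215 TPM (log2 fold change -4.48, adjusted p = 5.86e-07 from limma, -3.14 after median-of-ratios scaling), and changed by -0.06 in axillary bud and -0.09 in shoot apex (-0.39 and 0.02 after scaling). Of the genes in Fig. 2h, TraesCS1A02G279000 fell in leaf from 11.4 ± 1.42 to 0.849 ± 0.00733 TPM (-2.74, adjusted p = 4.16e-06 from limma, -1.67 after scaling). TraesCS2A02G332400 had 0 and 0.238 TPM in the leaf libraries and was listed at 0 in both vernalized ones (-0.15, adjusted p = 0.484 from limma). In shoot apex it fell from 10.2 ± 1.17 to 1.98 ± 0.621 TPM (-1.92, adjusted p = 0.000114 from limma). TraesCS3A02G386400 changed in leaf by -0.78 on the deposited scale and by 0.19 after scaling, and TraesCS1A02G103500 was listed at 0 in all 12 libraries.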
